# Deep sequencing of small RNA facilitates tissue and sex associated microRNA discovery in zebrafish

**DOI:** 10.1186/s12864-015-2135-7

**Published:** 2015-11-16

**Authors:** Candida Vaz, Choon Wei Wee, Gek Ping Serene Lee, Philip W. Ingham, Vivek Tanavde, Sinnakaruppan Mathavan

**Keywords:** Zebrafish, Tissue associated miRNA, Sex associated miRNA, Novel miRNA prediction

## Abstract

**Background:**

The role of microRNAs in gene regulation has been well established. The extent of miRNA regulation also increases with increasing genome complexity. Though the number of genes appear to be equal between human and zebrafish, substantially less microRNAs have been discovered in zebrafish compared to human (miRBase Release 19). It appears that most of the miRNAs in zebrafish are yet to be discovered.

**Results:**

We sequenced small RNAs from brain, gut, liver, ovary, testis, eye, heart and embryo of zebrafish. In brain, gut and liver sequencing was done sex specifically. Majority of the sequenced reads (16–62 %) mapped to known miRNAs, with the exception of ovary (5.7 %) and testis (7.8 %). Using the miRNA discovery tool (miRDeep2), we discovered novel miRNAs from the unannotated reads that ranged from 7.6 to 23.0 %, with exceptions of ovary (51.4 %) and testis (55.2 %). The prediction tool identified a total of 459 novel pre-miRNAs. We compared expression of miRNAs between different tissues and between males and females to identify tissue associated and sex associated miRNAs respectively. These miRNAs could serve as putative biomarkers for these tissues. The brain and liver had highest number of tissue associated (22) and sex associated (34) miRNAs, respectively.

**Conclusions:**

This study comprehensively identifies tissue and sex associated miRNAs in zebrafish. Further, we have discovered 459 novel pre-miRNAs (~30 % seed homology to human miRNA) as a genomic resource which can facilitate further investigations to understand miRNA-mRNA gene regulatory networks in zebrafish which will have implications in understanding the function of human homologs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2135-7) contains supplementary material, which is available to authorized users.

## Background

The zebrafish has acquired scientific importance over the years and has become a powerful tool for unravelling the role of human genes. There are several reasons that make zebrafish as one of the most sought out organisms for biomedical research. High fecundity, fast growth rate, short generation time, ease of maintenance and an abundant supply of research material are some of the reasons for considering this model. Further, the availability of a number of genomic tools and the transparent embryos facilitate the non invasive strategy to observe experimental effects [1]. Most importantly, comparison of human reference genome shows that at least 70 % of the genes have one zebrafish orthologue [2]. Of the human genes identified with morbidity descriptions in Mendelian Inheritance in Man (OMIM) database, about 82 % can be related to at least one zebrafish orthologue [2]. This high genomic similarity between zebrafish and human has resulted in important discoveries in the areas of human diseases, drug screens and therapeutic measures [3–5].

MicroRNAs (miRNAs) are a major class of non-coding RNA molecules that have steadily gained impetus over the past decade. They regulate several genes post-transcriptionally and serve as an added layer of control, being termed as “Micromanagers of gene expression” [6]. The expression patterns of miRNAs represent the physiological state of the cell and thus have an essential prognostic capacity [7]. Previous studies have revealed that comprehensive expression profiling of miRNA is useful in determining their specific expression patterns in cells [8], disease conditions such as cancer [9], and during cell differentiation [10, 11].

There are several experimental methods for profiling miRNAs such as northern blotting [12], RT-PCR [13], microarrays [14] and RAKE assay [15]. Each of these methods has their own limitations and advantages. Some of these methods are either cumbersome for scaling up and some are not sensitive enough to detect the low expressing miRNAs. The short length of these miRNAs also creates technical difficulties in the detection of mature miRNAs; further the above techniques are not suited to discover new miRNAs from the system.

With the advent of Next Generation sequencing (NGS) technology, there has been an increase in the efficiency of miRNA discovery. It not only overcomes the limitations of other methods but also provides an absolute and quantitative expression measurement [16, 17]. NGS technology facilitates profiling of known miRNA and discovery of new transcripts. Owing to its high sensitivity, this technology can identify low abundant miRNA transcripts, which may not be detected by other methods.

In zebrafish, miRNA expression profiling and discovery was initially carried out through small RNA cloning and microarray analysis. MicroRNA expression was detected through large scale sequencing of sRNA libraries prepared from different developmental stages of zebrafish and two adult cell lines [18] and this study identified about 154 mature miRNAs. Further this study revealed that the early zygotic stage (0 h) stage is nearly devoid of miRNAs. The expression of miR-430 family peaks at the blastula stage (4 h) and dominates the miRNA profile up to the pharyngula stage (24 h) and then decreases. Role of miR-430 in maternal RNA clearance during maternal to zygotic transition has been well documented [19]. Kloosterman and co-workers identified 139 known and 66 new miRNA from 5-day old zebrafish larvae and adult zebrafish brain; using in situ hybridization and northern blotting they identified developmental stage specific and tissue specific expression patterns for some of these miRNAs [20].

Using pyrosequencing technology to discover miRNAs, Soares et al. retrieved 90 % of the known miRNAs and predicted 25 novel miRNAs from different developmental stages and fully developed organs of zebrafish [21].

One of the recent publications used NGS technology to determine the temporal expression patterns for miRNAs and piRNAs during early embryonic development of zebrafish [22]. In this study, they identified a number of known miRNA, 8 novel miRNAs and a diverse set of piRNAs [22]. Based on all the above mentioned studies, a total number of 247 mature and 344 pre-miRNAs were identified and submitted as genomic resource for zebrafish (miRBase Release 19). However, no attempt has been made to identify tissue associated or sex associated miRNAs from the known miRNA resource. MicroRNA database (miRBase) [23–27] has a total of ~2000 mature miRNAs for human and only about 247 miRNAs for zebrafish (miRBase Release 19). It is known that number of coding genes in human and zebrafish are almost same. However, zebrafish miRBase has substantially low number of miRNA compared to human. Thus it appears that most of the miRNA in zebrafish are yet to be discovered.

Using NGS technology we undertook a systematic and comprehensive approach to determine the tissue/sex associated expression patterns of known miRNAs and to discover novel miRNAs from different tissues of zebrafish such as the brain, gut, liver, ovary, testis, eye, heart and embryo. For tissues such as brain, gut and liver, smallRNA from both the male and female counterparts were sequenced separately. The aim of our study was to discover new miRNAs from different tissues and to identify tissue associated and sex associated expression of known and novel miRNAs. In this work we generated about 20 M reads per library (and 3 biological replicates) which is significant enough to determine expression profiling and to discover novel miRNAs. The expression pattern of miRNAs associated to each tissue and gender can serve as a useful resource for further research and for understanding the miRNA-mRNA regulatory mechanisms in zebrafish. We have also discovered 459 putative novel pre-miRNAs, of which about 30 % had human seed homologs. This study adds a significant genomic resource to the zebrafish miRNA landscape and has potential to provide better understanding of miRNA based gene regulation in zebrafish.

## Results

### MicroRNA frequency distribution in the sRNA datasets

Zebrafish small RNA deep sequencing data from different tissues and embryo was generated using Illumina HiSeq 2000 platform. 

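Small RNA from 11 sample groups was sequenced, namely embryo, male brain, female brain, male gut, female gut, male liver, female liver, ovary, testis, eye and heart. Each replicate of an adult tissue held RNA pooled from 4 to 5 fishes. The embryo sample combined stages of 2.5, 6, 12 and 24 hpf (hours post fertilization), at about 30 embryos per stage, with 15 day juveniles. The authors counted reads on 247 known mature miRNAs with the quantifier module of miRDeep2 and deposited these read counts, together with the same table after TMM (Trimmed Mean of M-values) normalization, a scaling that rests on the assumption that most miRNAs do not change. The counts of 32 libraries were analysed here, 3 per group and 2 for heart. In the deposited normalized table, the values of each library are its read counts multiplied by a single scaling factor, and the TMM factors computed from the read counts gave the same scaling. The smallest TMM factor was 0.503 in female liver replicate 2 and the largest was 1.50 in ovary replicate 1. Reads of closely related members of a miRNA family could be counted on more than one of them, so the values of single members of the let-7, miR-430, miR-196 and miR-203 families are uncertain in that respect. Reads without molecular identifiers are not independent molecules, so limits derived from counts cover counting error only.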

On the whole we sequenced 33 small RNAseq libraries comprising of 11 samples (embryo, male brain, female brain, male gut, female gut, male liver, female liver, ovary, testis, eye and heart) each with three biological replicates and approximately 20 million reads/library (for details see "Methods"). The details of the number of reads for each library are shown in Table 1.

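The depth behind the miRNA values is the total read count on known mature miRNAs, which is smaller than the number of processed reads. This total ranged from 277699 in ovary replicate 1 to 11732555 in heart replicate 2. It was 938475 to 3016340 with a median of 1401071 in embryo, 1327727 to 4497770 with a median of 1478583 in male brain and 1258317 to 6894023 with a median of 1965009 in female brain. It was 1065249 to 4407777 with a median of 2422481 in male gut and 2662337 to 4670838 with a median of 3088848 in female gut. The liver libraries had 979781 to 3171142 with a median of 1331150 in males and 634612 to 2589521 with a median of 1680209 in females. Ovary reached at most 858442 with a median of 440492. The total was 1171763 to 1298594 with a median of 1263116 in testis and 1007911 to 2822630 with a median of 1200985 in eye, and the other heart library had 10136211. A count of 3, taken here as the smallest that can be told from 0, is 0.00108% of the counts in ovary replicate 1 and 2.56e-05% in heart replicate 2. The processed reads that Table 1 of the paper lists range from 1646108 to 38070247 with a median of 9116768 over the 32 libraries, and they enter the shares of reads only.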

**Table 1:** Details of the zebrafish sRNA deep sequencing datasets

Library	Replicates	Total number of reads	Total number of reads (in millions)	Percentage of reads mapped
Embryo	Embryo1	7,565,225	7.6	94.4
	Embryo2	10,202,969	10.2	94.8
	Embryo3	32,247,131	32.2	94.8
Male Brain	Male Brain1	5,101,418	5.1	97.8
	Male Brain2	6,533,205	6.5	97.3
	Male Brain3	10,518,347	10.5	97.0
Female Brain	Female Brain1	2,338,429	2.3	96.7
	Female Brain2	3,278,013	3.3	97.5
	Female Brain3	12,648,618	12.6	97.8
Male Gut	Male Gut1	16,232,210	16.2	97.1
	Male Gut2	8,864,108	8.9	97.7
	Male Gut3	3,117,877	3.1	95.8
Female Gut	Female Gut1	13,939,922	13.9	97.4
	Female Gut2	8,260,495	8.3	97.8
	Female Gut3	7,493,835	7.5	97.9
Male Liver	Male Liver1	18,404,267	18.4	97.8
	Male Liver2	9,369,428	9.4	97.4
	Male Liver3	4,639,550	4.6	97.1
Female Liver	Female Liver1	5,060,891	5.1	97.0
	Female Liver2	8,162,716	8.2	97.2
	Female Liver3	1,646,108	1.6	96.4
Ovary	Ovary1	8,824,267	8.8	95.8
	Ovary2	14,310,754	14.3	95.9
	Ovary3	25,898,221	25.9	95.9
Testis	Testis1	17,427,858	17.4	92.5
	Testis2	20,235,869	20.2	92.2
	Testis3	14,203,535	14.2	92.5
Eye	Eye1	9,398,588	9.4	96.0
	Eye2	5,722,393	5.7	95.5
	Eye3	2,854,316	2.9	95.9
Heart	Heart1	38,070,247	38.1	95.2
	Heart2	34,828,065	34.8	96.2

Each tissue library comprised of three biological replicates. One of the replicate of the heart did not cluster well with the other replicates and was not considered for further analysis. The table shows the number of processed (adaptor trimmed, > = 18nt) reads for each biological replicate. Around 92–98% of reads mapped to the zebrafish genome

Datasets from each miRNA library (three biological replicates) generated in this work were matched to different annotated databases to classify the sRNA sequenced reads into different RNA categories (details in the “Methods” section) to get an overview of the frequency of different classes of RNA present in the samples as well as to obtain the unannotated pool of sequenced reads for novel miRNA prediction. The flowchart depicting the entire analysis pipeline is shown in Fig. 1.

**Fig. 1:**
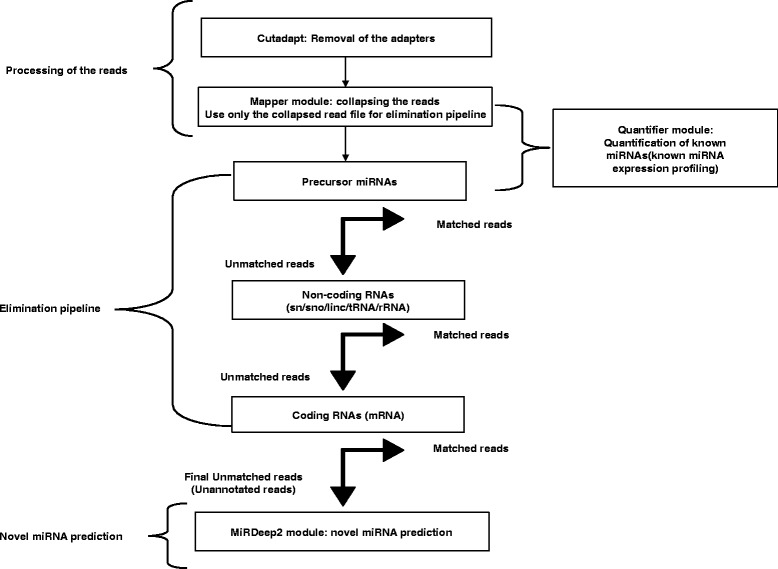
Flowchart depicting the workflow for known miRNA profiling and novel miRNA prediction. The workflow comprises of four parts namely: Processing of the reads, Quantification of known miRNAs, the Elimination pipeline and the Novel miRNA prediction pipeline. For the elimination pipeline, the reads were matched with the known annotated genomic sequences. Alignment with maximum of two mismatches was considered as matched reads. All the matched reads were removed before the next round of elimination. The quantification of known miRNAs and prediction of novel miRNAs was done using miRDeep2 modules

In general, the sequenced reads of small RNA that mapped to the known miRNA database was abundant in female tissues compared to male tissues (female: brain 62.2; gut 37.0; liver 35.8; male: brain 38.2; gut 33.1; liver 20.8 %). 

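The share of processed reads counted on known mature miRNAs was computed for each library from the deposited read counts and the processed reads of Table 1. It was 56.1% ± 3.36 (SD, n = 3) in female brain and 30.5% ± 10.8 (SD, n = 3) in male brain. In gut it was 35.5% ± 1.94 (SD, n = 3) in females and 29.5% ± 4.00 (SD, n = 3) in males. In liver it was 34.5% ± 3.59 (SD, n = 3) in females and 17.5% ± 3.46 (SD, n = 3) in males. The female libraries lay above all male libraries in brain and liver (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 libraries against 3 allow). In gut the ranges of the sexes overlapped (two-sided exact permutation test, p = 0.2). With the sexes exchanged within each of the 3 tissues, the mean difference of 16.2 percentage points gave p = 0.0005 (two-sided exact permutation test). That p takes the tissues as pools of different fishes, which the paper does not state. It would be too small if tissues shared fishes. The share of reads on known miRNAs, female minus male brain, was 25.6 points. Leaving out one library moved it most, to between 21.7 and 31.8 points, and pooling the replicates before dividing gave 22.4 points. From its own percentages the paper states that reads on known miRNAs were more abundant in female than in male tissues.

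**Figure D1:**
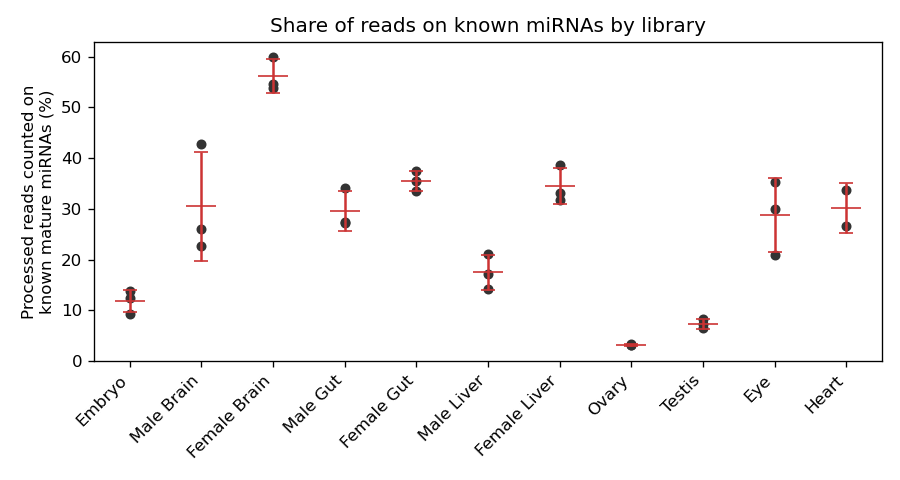
Share of processed reads counted on known mature miRNAs (%, y axis) in each library of the 11 sample groups (x axis). Points are libraries, and the red bar and whiskers give the mean and SD of a group. The female brain libraries sit between 53.8% and 59.9%, and the ovary libraries between 3.08% and 3.31%.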

Expression for eye and heart was tested only in male tissues and it amounted to 33.5 and 34.5 %, respectively. 

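In eye, 28.8% ± 7.24 (SD, n = 3) of the processed reads were counted on known mature miRNAs. The heart libraries reached 26.6% in replicate 1 and 33.7% in replicate 2, both within the range of 21.0% to 35.3% of the eye libraries.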

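Of the processed reads, 11.8% ± 2.24 (SD, n = 3) in embryo, 3.18% ± 0.122 (SD, n = 3) in ovary and 7.30% ± 0.918 (SD, n = 3) in testis were counted on known mature miRNAs. Every library of these 3 groups lay below every library of brain, gut, liver, eye and heart. The lowest library of those tissues was male liver replicate 2 with 14.2%, and the highest of the 3 groups was embryo replicate 2 with 13.7%.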

The sequenced reads mapping to known miRNA was low in embryo (16.3), ovary (5.7) and testis (7.8 %) and these samples had large number of unannotated reads. Small RNA seq data contained significant representation of tRNAs in most of the tissues, with the maximum amount in the gut (male 45.8; female 45.1 %) and liver (male 53.2; female 42.6 %) (Fig. 2). The mRNAs (small size/degraded/fragmented coding RNA) were more abundant in smallRNA seq data of the embryo and reproductive tissues (embryo 23.1; ovary 20.1 and testis 16.0 %) than in other tissues. rRNAs and other non-coding RNAs were the minimal RNA species in all the datasets ranging from 0.3 to 4.5 and 1–5.4 % respectively (Fig. 2). The percentage of unannotated mapped reads ranged from 7.6 to 23.0 % with exception of the ovary (51.4) and testis (55.2 %). The sequences that did not map to the genome ranged from 2.3 to 7.6 % (Fig. 2).

**Fig. 2:**
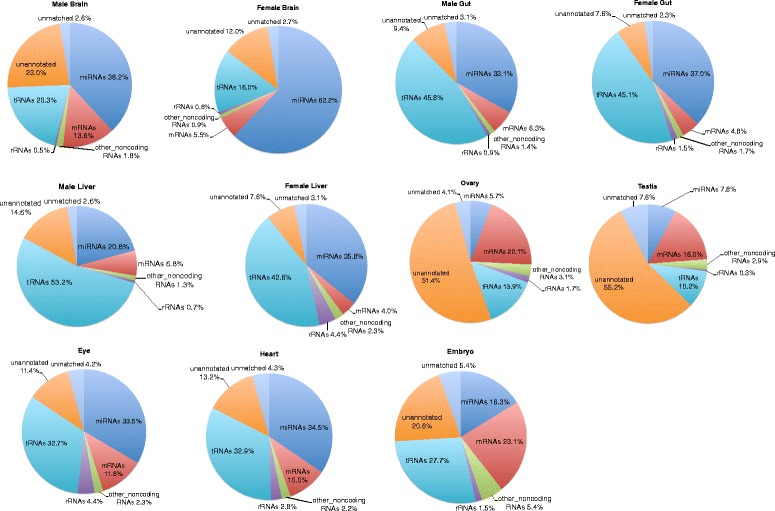
Pie charts depicting the frequency of different classes of RNA species present in the sRNA datasets. The pie charts represent an overview of the distribution of small RNAs in the different tissue libraries. For the male brain and female brain, the miRNAs constitute the most abundant sRNA, for the male gut, female gut, male liver and female liver, the tRNAs constitute the most abundant sRNA, and for the eye and heart, the miRNAs and tRNAs equally constitute the most abundant sRNAs. The ovary, testis and embryo had comparatively lesser amount of miRNAs. The ovary and testis had nearly half of their sRNA reads unannotated

### Expression pattern of known miRNAs

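After pooling the replicates of a group, a read count of at least 1 was found for 227 of the 247 known mature miRNAs in eye, the lowest group (91.9%), and for 237 in embryo, the highest (96.0%). In single libraries the detected share ranged from 85.8% in female liver replicate 3 and ovary replicate 1 to 95.5% in embryo replicate 3. A total of 9 miRNAs had no read in any of the 32 libraries, so they were not detectable at this depth. The alternative that moved the lowest group most was to require a read in every replicate, which gave 84.6% in female liver.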

Out of the 247 known mature miRNAs, 86–96 % were detected by the quantifier module of miRdeep2 [28, 29] as they were found to be expressed in one or the other tissue sample (See “Methods”) (Additional file 1). The raw expression data/raw read counts of the mature miRNAs of replicates of each sample were pooled and binned. The known mature miRNAs showed a wide range of expression values spanning up to 7 levels of magnitude (Level 1: 1–10, 2: 10–10^2^, 3: 10^2^–10^3^, 4: 10^3^–10^4^, 5: 10^4^–10^5^, 6: 10^5^–10^6^, 7:10^6^–10^7^) (Fig. 3a). The expression pattern of the known mature miRNAs of all tissue samples showed almost normal distribution with the peak at Level 4. 

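The pooled read counts of the 11 sample groups were put into the 7 levels. Summed over the groups, 802 entries fell into Level 4, 616 into Level 3, 465 into Level 5 and 395 into Level 2. Level 4 held the most miRNAs in 9 groups, with 61 to 94 miRNAs in each. In ovary, the group with the smallest pooled count, Level 3 held the most with 76 miRNAs, and in heart, the group with the largest, Level 5 held the most with 73. A pooled count grows with sequencing depth. With all groups scaled to the smallest pooled count, Level 4 was the fullest in 2 groups and Level 3 in 9, and with the deposited normalized values Level 3 was the fullest in all 11.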

Maximum miRNAs had expression values within Level 4 (10^3^–10^4^), followed by Level 3 (10^2^–10^3^), Level 5 (10^4^–10^5^) and Level 2 (10–10^2^) ranges, respectively. Few miRNAs occurred in the lowest level, Level 1 (1–10) and second highest level, Level 6 (10^5^–10^6^), with the minimum at the highest level, Level 7 (10^6^–10^7^) (Fig. 3a).

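Level 1 held 136 entries over the 11 groups, Level 6 held 109 and Level 7 held 19. No miRNA reached Level 7 in ovary or testis, and heart had the most at that level with 5. The largest pooled count of a group was that of dre-miR-21 in 9 of the groups, with 4367560 in heart. In female liver the largest was that of dre-let-7a with 1349020, and in testis that of dre-miR-92a with 917757.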

**Fig. 3:**
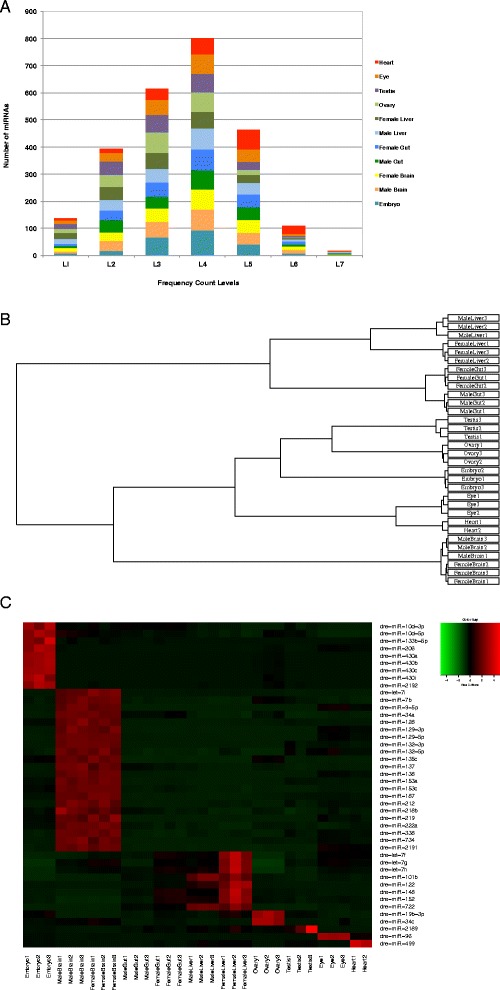
Tissue associated expression pattern of the known miRNAs. **a** Distribution of known miRNA expression levels with respect to number of miRNAs. Numbers of reads are taken as miRNA expression levels and their values are represented in the form of ranges: Level 1: 1–10, Level 2: 10–10^2^, Level 3: 10^2^–10^3^, Level 4: 10^3^–10^4^, Level 5: 10^4^–10^5^, Level 6: 10^5^–10^6^, Level 7:10^6^–10^7^. **b** Hierarchical clustering plot showing the similarity and differences among the samples. The known mature miRNA profiles of all the tissues were first subjected to TMM normalization and their clustering pattern was determined. There are two major groups seen:(i) The gut and the liver samples (ii) The brain, heart, eye, embryo, ovary and testis samples. The second major group is further divided into three subgroups:(a) The ovary and testis samples were closely placed, followed by the embryo (b) The eye and heart samples (c) The brain samples. **c** Expression profile of the tissue associated known miRNAs. Differential expression of tissue associated known mature miRNAs. The up-regulated miRNAs are depicted in red colour whereas the downregulated miRNAs are depicted in green colour

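Groups were compared by their mean distance, 1 minus the Pearson correlation of log2(normalized count + 1) between libraries. Eye and heart were nearest to each other at 0.0205, and ovary and testis at 0.114. The group nearest to embryo was ovary at 0.148. Ovary, testis and embryo were each nearer to every gut and liver group than to any brain, eye or heart group. Ovary was 0.130 from female gut and 0.301 from female brain, and testis 0.134 from male liver and 0.243 from male brain. Embryo was 0.212 from male liver and 0.277 from heart. The paper's clustering places these samples with brain, eye and heart, and its text names no distance or linkage. Male and female brain were 0.0149 apart, and male and female gut 0.0198 apart. Male liver was 0.0274 from male gut, its nearest group, and 0.0375 from female liver. The eye and heart libraries shared abundant miRNAs, since the 7 miRNAs at least 10 times higher in eye than in every group but heart were also higher in heart than in all those groups.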

### Clustering of the sRNA datasets

The known mature miRNA profiles of all the tissues were first subjected to Trimmed Mean of M-values (TMM) normalization (Additional file 1) using the Bioconductor package edgeR [30] as mentioned in the “Methods” section and their clustering pattern was determined using the hierarchical clustering plot (Fig. 3b). The data sets were also subjected to PCA analysis and clustering pattern obtained is presented in Additional file 2. 

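Pearson correlations of log2(normalized count + 1) over the 247 known mature miRNAs were computed across miRNAs, which are not independent replicates. Over the 31 pairs of replicates they ranged from 0.978 to 0.997 with a median of 0.994. The nearest library of each of the 32 libraries was a replicate of its own sample group, with the distance taken as 1 minus this correlation. The number did not change with Spearman or Euclidean distances, a pseudocount of 10, counts scaled by library size alone, or only the 216 miRNAs with a mean normalized count of at least 10. Every pair of replicates differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 3.61. Repeat libraries of one pool could also exceed sampling noise, so this does not show that replicates are separate pools. The paper describes them as biological replicates, and no pair was counted as a single sample.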

The three biological replicates of all the tissue samples including embryo clustered closely indicating less experimental variation or noise among the replicates. However, one of the replicates of the heart sample did not cluster with the other replicates and hence was removed from all further analysis.

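Of the 18 brain, gut and liver libraries, 14 had as their nearest library outside their own group one of the other sex of the same tissue, among them all 6 brain libraries. The others were male gut replicates 1 and 3, both nearest to male liver replicate 1, and male liver replicates 1 and 2, both nearest to male gut replicate 1. A pseudocount of 10 moved this number most, to 17. Tissue accounted for 90.1% of the sum of squares of the log2(normalized count + 1) values of the 18 libraries, sex within tissue for 6.93% and replicates for 2.98%. No other assignment of the sexes within tissues gave a larger share for sex (one-sided exact permutation test, p = 0.001, the smallest p that separate exchanges in each tissue allow). This too takes the tissues as pools of different fishes. The paper reasons from the proximity of male and female samples that sex caused less variation than tissue.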

The tissue samples having male and female counterparts like the brain, gut and liver showed proximity among their male and female counterparts, indicating that the variations caused due to sex was less compared to the variations caused by the tissue. The samples were grouped as described in the hierarchical clustering plot (Fig. 3b) and the PCA plot (Additional file 2).

### Tissue associated known miRNAs

To determine the tissue associated known miRNAs, the TMM normalized expression profiles of the known mature miRNAs of each tissue was compared pairwise to the other tissue samples as well as to the embryo using Generalised linear model (GLM) edgeR analysis [30] (see “Methods”). Thus for each tissue a total of ten pairwise comparisons was conducted.

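The deposited read counts were fitted here with the quasi-likelihood model of edgeR, with one coefficient for each of the 11 sample groups. Each pair of groups was tested against a log2 fold change of 1 with glmTreat, and p-values were adjusted by Benjamini-Hochberg over the 238 miRNAs with a read in any library. No filter on low counts was applied, and the adjusted p threshold was 0.05. The paper's methods name the treatDGE function with a log fold change of 1 and the same threshold. They do not mention a quasi-likelihood model, and the likelihood ratio test was run here as an alternative.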

For samples such as the brain, gut and liver, the pairwise comparison was done with all the other tissues and embryo except with its male/female counterpart (a total of nine comparisons). The miRNAs that were found to be significantly up-regulated in a particular tissue and commonly down-regulated in the rest were called its tissue associated miRNAs (see “Methods”). The union of the tissue associated miRNAs for the male and female counterparts of brain, gut and liver were taken as their respective tissue associated miRNAs.

Similarly, to obtain embryo associated known miRNAs, the embryo was compared pairwise to all the tissues (ten comparisons). The miRNAs that were found to be significantly up-regulated in embryo and commonly down-regulated in all the other tissues were called “embryo associated”.

The brain had the highest number of known tissue associated miRNAs (22), followed by the liver (8), ovary (2), testis (1), eye (1), and heart (1). 

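In the re-analysis of the read counts, 25 miRNAs were significantly higher in male or female brain than in all other tissues and embryo, including all 22 of the brain list in Table 2. The additional miRNAs were dre-miR-153b, which passed in male brain (largest adjusted p over the comparisons 0.0402, edgeR quasi-likelihood with glmTreat), dre-miR-190a, which passed in female brain (largest adjusted p 0.0425, same test), and dre-miR-724, which passed in both (largest adjusted p 0.034 in male and 0.0493 in female brain, same test). In the 6 fits that left out one brain library, they were called in 3, 2 and 5. The number for brain moved most with the size factors of DESeq2, to 37. For liver 11 miRNAs passed, including the 8 of Table 2, and the others were dre-let-7a, dre-let-7e and dre-let-7j. These 3 passed in female liver only, as did dre-let-7f, dre-let-7g, dre-let-7h, dre-miR-148 and dre-miR-152 of Table 2. The miRNAs that passed for ovary (dre-miR-19b-3p and dre-miR-34c), testis (dre-miR-2189), eye (dre-miR-96) and heart (dre-miR-499) were those of Table 2. The testis libraries differed widely in dre-miR-2189, with normalized counts of 239.7, 671 and 1703, and leaving out one of them changed the number for testis to between 0 and 3, with 1 at an unadjusted p of at most 0.05 in the fit that gave 0. For dre-miR-96 the closest group to eye was heart, at a log2 fold change of 2.43. The paper states that brain had the most tissue associated miRNAs.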

There were no significant gut associated miRNAs detected. 

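A single miRNA passed the test for gut. The normalized count of dre-miR-194b was 5759 ± 888 (SD, n = 3) in male gut and 5366 ± 531 (SD, n = 3) in female gut, against 2103 ± 597 (SD, n = 3) in male liver. Male gut exceeded all 9 other groups, and the closest comparison was with male liver, with a log2 fold change of 1.45 (standard error 0.19, adjusted p = 0.0466, edgeR quasi-likelihood with glmTreat). Female gut exceeded 8 of the 9, since its comparison with male liver gave 1.35 (standard error 0.19, adjusted p = 0.0752, same test). With a filter on low counts 0 miRNAs passed, and 5 did at an unadjusted p of at most 0.05. The same numbers, 0 and 5, were obtained at an adjusted p of 0.01. Of the 6 fits that left out one gut library, 1 called dre-miR-194b, 4 called another miRNA in its place and 1 called none.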

9 embryo associated miRNAs were identified. 

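The 9 miRNAs that passed all 10 comparisons for embryo were those of Table 2. Their smallest log2 fold changes over the comparisons ranged from 1.76 for dre-miR-10d-5p against male brain to 5.22 for dre-miR-430c against ovary. The largest adjusted p among them was 0.00223, for dre-miR-10d-5p (edgeR quasi-likelihood with glmTreat). As many passed in each of the 3 fits that left out one embryo library. With DESeq2 7 passed, without dre-miR-10d-5p and dre-miR-2192, and in fits of the compared groups alone 13 passed.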

(Table 2, Fig. 3c).

**Table 2:** List of the tissue associated known miRNAs

Embryo	Brain	Liver	Ovary	Testis	Eye	Heart
dre-miR-10d-3p	dre-let-7i	dre-let-7f	dre-miR-19b-3p	dre-miR-2189	dre-miR-96	dre-miR-499
dre-miR-10d-5p	dre-miR-7b	dre-let-7g	dre-miR-34c			
dre-miR-133b-5p	dre-miR-9-5p	dre-let-7h				
dre-miR-206	dre-miR-34a	dre-miR-101b				
dre-miR-430a	dre-miR-128	dre-miR-122				
dre-miR-430b	dre-miR-129-3p	dre-miR-148				
dre-miR-430c	dre-miR-129-5p	dre-miR-152				
dre-miR-430i	dre-miR-132-3p	dre-miR-722				
dre-miR-2192	dre-miR-132-5p					
	dre-miR-135c					
	dre-miR-137					
	dre-miR-138					
	dre-miR-153a					
	dre-miR-153c					
	dre-miR-187					
	dre-miR-212					
	dre-miR-218b					
	dre-miR-219					
	dre-miR-222a					
	dre-miR-338					
	dre-miR-734					
	dre-miR-2191					

The brain had the highest number of known tissue associated miRNAs (22). There were no significant gut associated miRNAs

A number of tissue associated miRNAs reported by earlier studies involving in situ hybridisation and Northern Blots [20] were also detected in our analysis in the respective tissues. 

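The normalized count of dre-miR-135c was 376 ± 30.0 (SD, n = 3) in male brain and 410.2 ± 41.4 (SD, n = 3) in female brain, and the next group was ovary with 127 ± 17.2 (SD, n = 3). The log2 fold change of male brain over ovary was 1.57 (standard error 0.20, adjusted p = 0.00152, edgeR quasi-likelihood with glmTreat). For dre-miR-734, the normalized count was 2412 ± 222 (SD, n = 3) in male brain and 2031 ± 334 (SD, n = 3) in female brain, and the next group was eye with 358 ± 20.9 (SD, n = 3), a log2 fold change for female brain of 2.50 (standard error 0.16, adjusted p = 9.65e-11, same test). Liver held 40564 ± 7883 (SD, n = 3) normalized counts of dre-miR-122 in males and 105502 ± 24552 (SD, n = 3) in females. Female gut was next with 9475 ± 1704 (SD, n = 3), and male liver exceeded it with a log2 fold change of 2.10 (standard error 0.33, adjusted p = 0.00237, same test). The heart libraries had 1848 and 1600.4 normalized counts of dre-miR-499, and female liver was next with 178 ± 23.6 (SD, n = 3), a log2 fold change of 3.26 (standard error 0.37, adjusted p = 2.87e-07, same test).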

For example, miRNAs such as : dre-miR-135c and dre-miR-734 were found to be highly expressed in brain, dre-miR-122 was found to be associated to liver, and dre-miR-499 was found to be highly enriched in heart. The dre-miR-459-3p found to be specific to anterior part of the gut, was also detected in our analysis as enriched in gut, but since it was also present in the liver samples and was not significantly down-regulated in liver in comparison to the gut, we did not refer to it as gut associated. 

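The normalized count of dre-miR-459-3p was 2464 ± 438 (SD, n = 3) in male gut and 1985 ± 292 (SD, n = 3) in female gut. In liver it was 912 ± 233 (SD, n = 3) in males and 572 ± 98.0 (SD, n = 3) in females, and the mean of every other group was at most 118. Against female liver, male gut was higher with a log2 fold change of 2.11 (standard error 0.33, adjusted p = 0.000614, edgeR quasi-likelihood with glmTreat) and female gut with 1.80 (standard error 0.32, adjusted p = 0.0105, same test). Against male liver neither passed, with 1.43 (standard error 0.32, adjusted p = 0.244, same test) for male gut and 1.12 (standard error 0.32, adjusted p = 0.658, same test) for female gut. With the fold change threshold applied after the test instead, dre-miR-459-3p was among the 11 miRNAs called gut associated. The paper reasons that dre-miR-459-3p was present in liver and not significantly lower there, and so did not call it gut associated.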

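In embryo the normalized count of dre-miR-430a was 80086 ± 5058 (SD, n = 3), that of dre-miR-430b was 75029 ± 6367 (SD, n = 3) and that of dre-miR-430c was 16319.9 ± 657 (SD, n = 3). They made up 9.40%, 8.87% and 1.90% of all embryo counts on known miRNAs. In eye, no read of dre-miR-430a was counted in any library, where 3 reads correspond to 0.000106% to 0.000298% of the counts. Reads of these near-identical members could be counted on more than one of them.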

The dre-miR-430 miRNA family was highly enriched in embryo [20] was also detected by us.

### Sex associated known miRNAs

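The read counts of the female and male libraries of brain, gut and liver, and those of ovary and testis, were compared in the same fit as the tissues, with log2 fold changes given as female over male. With 3 libraries against 3, an exact test of a single miRNA cannot give a p below 0.1, so the comparison rests on the spread that the fit estimates over all groups. In data simulated from the means over all real libraries, with 40 of 237 miRNAs changed 6-fold in one group, the test recovered 40 and made 0 false calls. All simulated miRNAs had the same spread, as many were raised as lowered, and miRNAs with low means were not changed. This result therefore does not cover miRNAs with low counts or with a wide spread between replicates.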

To determine the sex associated known miRNAs, the TMM normalized expression profiles of known mature miRNAs of the male and female counterparts of the brain, gut and liver were compared using the GLM edgeR analysis [30] to obtain differentially expressed (DE) mature miRNAs. The DE mature miRNAs among the male and female counterparts were deemed as the sex associated miRNAs. The liver had the highest number of sex associated miRNAs (34), followed by the brain (9) and gut (7) (Table 3 and Fig. 4a-c). 

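In liver 36 miRNAs were called, 18 higher in females and 18 higher in males. In brain 9 were called, 1 higher in females and 8 higher in males, and in gut 7 were called, 6 higher in females and 1 higher in males. Of the paper's lists, 32 of 34 in liver, 9 of 9 in brain and 6 of 7 in gut were among them. After dre-miR-430a and dre-miR-430b, the largest called differences in liver were those of dre-miR-196c, higher in males with a log2 fold change of -3.22 (standard error 0.43, adjusted p = 3.91e-05, edgeR quasi-likelihood with glmTreat), dre-miR-738, also higher in males with -3.13 (standard error 0.55, adjusted p = 0.000642, same test), and dre-miR-16b, higher in females with 3.10 (standard error 0.16, adjusted p = 1.77e-12, same test). In brain the largest were those of dre-miR-190b with -3.85 (standard error 0.58, adjusted p = 0.00134, same test) and dre-miR-735 with -3.68 (standard error 0.73, adjusted p = 0.00751, same test), both higher in males. The mean of dre-miR-190b was 13344 normalized counts in eye and at most 230 in any group other than eye and heart. Whether RNA from eye was present in the brain libraries was not tested. The number for liver moved most with library size alone as the scaling, to 66, of which 6 were higher in females. Among the 238 miRNAs tested, 52.1% in liver, 37.4% in brain and 44.5% in gut had no overlap between female and male libraries, where chance gives 10%. The paper states that liver had the most sex associated miRNAs.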

Details of the sex associated miRNAs including their log Fold Change, logCount Per Million, P-value and False Discovery Rate (FDR) are given in Additional file 3. The miRNA dre-miR-2190 was found to be commonly sex associated for brain, gut and liver, enriched in the male counterparts. 

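The normalized count of dre-miR-2190 was 58909.9 ± 27848 (SD, n = 3) in male brain and 5898 ± 315 (SD, n = 3) in female brain, a log2 fold change of -3.32 (standard error 0.59, adjusted p = 0.00352, edgeR quasi-likelihood with glmTreat). In gut it was 12749 ± 5455 (SD, n = 3) in males and 760.2 ± 275 (SD, n = 3) in females, a log2 fold change of -4.07 (standard error 0.61, adjusted p = 0.000216, same test). In liver it was 8231 ± 2721 (SD, n = 3) in males and 1051 ± 586 (SD, n = 3) in females, a log2 fold change of -2.97 (standard error 0.58, adjusted p = 0.00179, same test). All male libraries lay above all female libraries in each tissue, and the difference was called in each of the 6 fits per tissue that left out one library.

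**Figure D2:**
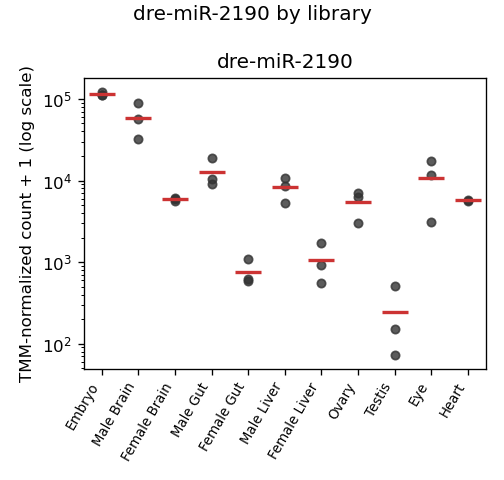
TMM-normalized count plus 1 of dre-miR-2190 (y axis, log scale) in each library of the 11 sample groups (x axis). Points are libraries and red bars are group means. The male brain libraries had normalized counts between 32315 and 87861, and the female brain libraries between 5558 and 6181.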

The miRNAs dre-miR-34c, dre-miR-148, dre-miR-430a, dre-miR-430b, dre-miR-430c, were found to be commonly sex associated for gut and liver, enriched in the female counterparts. 

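The normalized count of dre-miR-148 was higher in females with a log2 fold change of 1.76 (standard error 0.15, adjusted p = 0.000209, edgeR quasi-likelihood with glmTreat) in gut and of 2.35 (standard error 0.15, adjusted p = 3.99e-09, same test) in liver. In female gut the normalized count of dre-miR-430a was 16.8 ± 2.62 (SD, n = 3) and that of dre-miR-430b was 17.0 ± 2.04 (SD, n = 3). All male gut and male liver libraries were at or under 3 reads for both. The female gut counts were at least 8.70-fold higher for dre-miR-430a (adjusted p = 0.000242, same test) and at least 8.75-fold higher for dre-miR-430b (adjusted p = 0.000209, same test). In female liver dre-miR-430a was at 35.8 ± 5.48 (SD, n = 3), at least 18.1-fold higher (adjusted p = 8.65e-06, same test), and dre-miR-430b at 30.9 ± 1.51 (SD, n = 3), at least 15.7-fold higher (adjusted p = 2.86e-05, same test). For dre-miR-34c the difference passed in gut, with 31.7 ± 2.31 (SD, n = 3) in females, 1.19 ± 1.37 (SD, n = 3) in males and a log2 fold change of 4.54 (standard error 0.98, adjusted p = 0.0128, same test). It did not pass in liver, with 15.5 ± 8.39 (SD, n = 3) in females, 1.23 ± 0.285 (SD, n = 3) in males and a log2 fold change of 3.66 (standard error 1.16, adjusted p = 0.0555, same test). The counts of dre-miR-430c were at most 12 reads in a female gut library and 11 in a female liver library, and it did not pass in gut (adjusted p = 0.571, same test) or liver (adjusted p = 0.192, same test). With edgeR's likelihood ratio test in place of the quasi-likelihood test, dre-miR-34c passed in liver (adjusted p = 0.00507, 0.00135 to 0.118 over all alternatives), and dre-miR-430c passed in gut (adjusted p = 0.00451, 0.00451 to 0.704 over all alternatives) and liver (adjusted p = 0.00192, 0.00192 to 0.234 over all alternatives). The excess of dre-miR-430a in females over males was 0.632% of its mean in ovary in gut and 1.33% in liver.

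**Figure D3:**
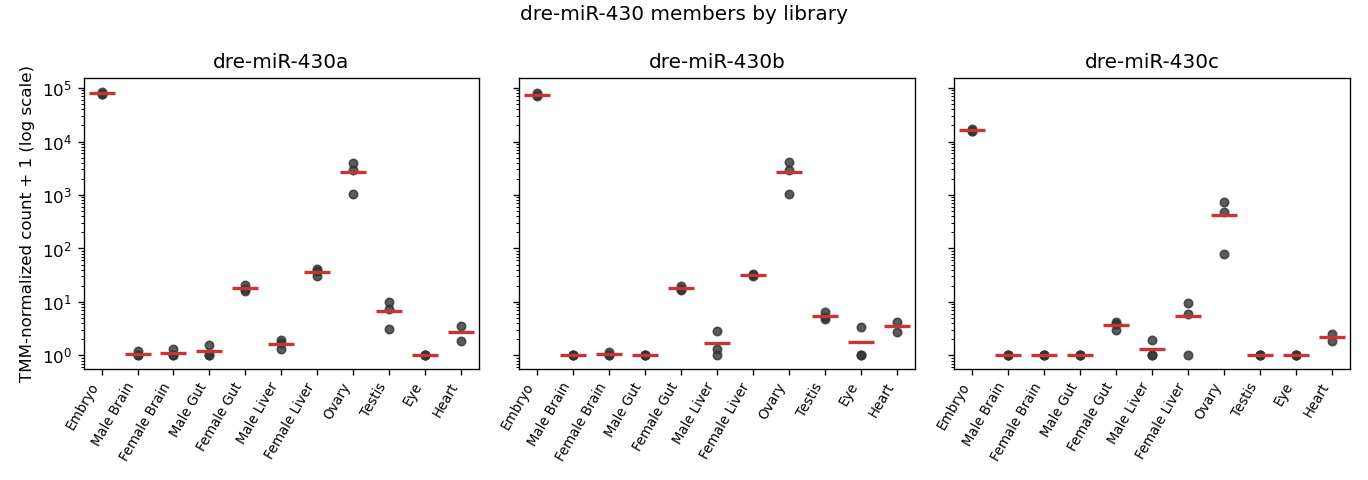
TMM-normalized count plus 1 (y axis, log scale) of dre-miR-430a, dre-miR-430b and dre-miR-430c in each library of the 11 sample groups (x axis). Points are libraries and red bars are group means. For dre-miR-430a the female gut libraries had normalized counts between 14.7 and 19.8, and the female liver libraries between 29.9 and 40.8.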

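Between ovary and testis 72 of the 238 miRNAs tested were called, 39 higher in ovary and 33 higher in testis. All 63 of the paper's list were among them. In 70 of the 72 the ovary and testis libraries did not overlap, and among all miRNAs tested this held for 66.8%, where chance gives 10%. Of the 72, 51 were called in each of the 6 fits that left out one library. Higher in testis was dre-miR-723-3p, with a log2 fold change of -5.50 (standard error 0.47, adjusted p = 4.57e-09, edgeR quasi-likelihood with glmTreat). For dre-miR-132-5p no read was counted in ovary and 3 to 10 in a testis library, so the size of its difference is not determined beyond at least 1.21-fold (adjusted p = 0.00312, same test). The 2 shallowest libraries of the series were ovary libraries, which limits what can be seen of miRNAs that are low in ovary.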

On comparison of the ovary and testis samples, a total of 63 miRNAs were found to be differentially expressed among them (Fig. 4d). Details of the DE mature miRNAs among ovary and testis are given in Additional file 3. 

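In ovary the normalized count of dre-miR-34c was 566 ± 61.4 (SD, n = 3) and in testis 13.7 ± 4.07 (SD, n = 3), a log2 fold change of 5.38 (standard error 0.72, adjusted p = 2.49e-06, edgeR quasi-likelihood with glmTreat). For dre-miR-430a it was 2636 ± 1491 (SD, n = 3) in ovary and 5.80 ± 3.50 (SD, n = 3) in testis, a log2 fold change of 8.85 (standard error 0.48, adjusted p = 5.13e-13, same test). For dre-miR-430b the log2 fold change was 9.25 (standard error 0.50, adjusted p = 1.26e-12, same test). No read of dre-miR-430c was counted in testis, and ovary was at least 181-fold higher (adjusted p = 2.1e-07, same test). The ovary replicates differed in dre-miR-430a, with 1024, 2921 and 3964 normalized counts, and the lowest came from the library with the smallest total count.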

The miRNAs dre-miR-34c, dre-miR-430a, dre-miR-430b, dre-miR-430c were also enriched in the ovary as compared to the testis as seen for the female counterparts of the gut and liver.

**Table 3:** List of the sex associated known miRNAs

Male Brain	Female Brain	Male Gut	Female Gut	Male Liver	Female Liver	Testis	Ovary
dre-miR-133c	dre-miR-96	**dre-miR-2190**	**dre-miR-34c**	dre-miR-7a	dre-let-7a	dre-let-7a	dre-miR-18a
dre-miR-190b			dre-miR-122	dre-miR-9-5p	dre-let-7b	dre-let-7c	dre-miR-18b-3p
dre-miR-375			dre-miR-148	dre-miR-129-5p	dre-let-7f	dre-let-7d	dre-miR-19a-3p
dre-miR-499			**dre-miR-430a**	dre-miR-130c	dre-let-7g	dre-let-7f	dre-miR-19a-5p
dre-miR-726			**dre-miR-430b**	dre-miR-138	dre-let-7h	dre-let-7g	dre-miR-19b-3p
dre-miR-735			**dre-miR-430c**	dre-miR-196a	dre-miR-15a-5p	dre-let-7j	dre-miR-27c-3p
dre-miR-738				dre-miR-196b	dre-miR-16a	dre-miR-7a	dre-miR-34a
**dre-miR-2190**				dre-miR-196c	dre-miR-16b	dre-miR-16b	dre-miR-34b
				dre-miR-196d	dre-miR-17a-5p	dre-miR-92a	**dre-miR-34c**
				dre-miR-203a	**dre-miR-34c**	dre-miR-92b	dre-miR-122
				dre-miR-203b-3p	dre-miR-148	dre-miR-96	dre-miR-126a-3p
				dre-miR-203b-5p	dre-miR-152	dre-miR-125a	dre-miR-126b-3p
				dre-miR-205	**dre-miR-430a**	dre-miR-125b	dre-miR-135a
				dre-miR-725	**dre-miR-430b**	dre-miR-132-3p	dre-miR-135c
				dre-miR-738	**dre-miR-430c**	dre-miR-132-5p	dre-miR-146a
				**dre-miR-2190**	dre-miR-456	dre-miR-150	dre-miR-184
					dre-miR-458	dre-miR-153a	dre-miR-192
					dre-miR-729	dre-miR-196a	dre-miR-194a
						dre-miR-196b	dre-miR-194b
						dre-miR-196c	dre-miR-200a
						dre-miR-196d	dre-miR-203a
						dre-miR-212	dre-miR-206
						dre-miR-460-3p	dre-miR-216a
						dre-miR-489	dre-miR-218a
						dre-miR-499	**dre-miR-430a**
						dre-miR-723-3p	**dre-miR-430b**
						dre-miR-735	**dre-miR-430c**
						dre-miR-2187-5p	dre-miR-459-3p
						dre-miR-2189	dre-miR-459-5p
							dre-miR-727-5p
							dre-miR-738
							dre-miR-2185-5p
							dre-miR-2188-5p
							dre-miR-2190

The liver had the highest number of sex associated miRNAs (34). The sex associated miRNAs are placed into two separate columns for the male and female counterparts, representing the male/female tissue in which it is up-regulated. Highlighted in bold font are the common sex associated miRNAs in at least three comparisons

**Fig. 4:**
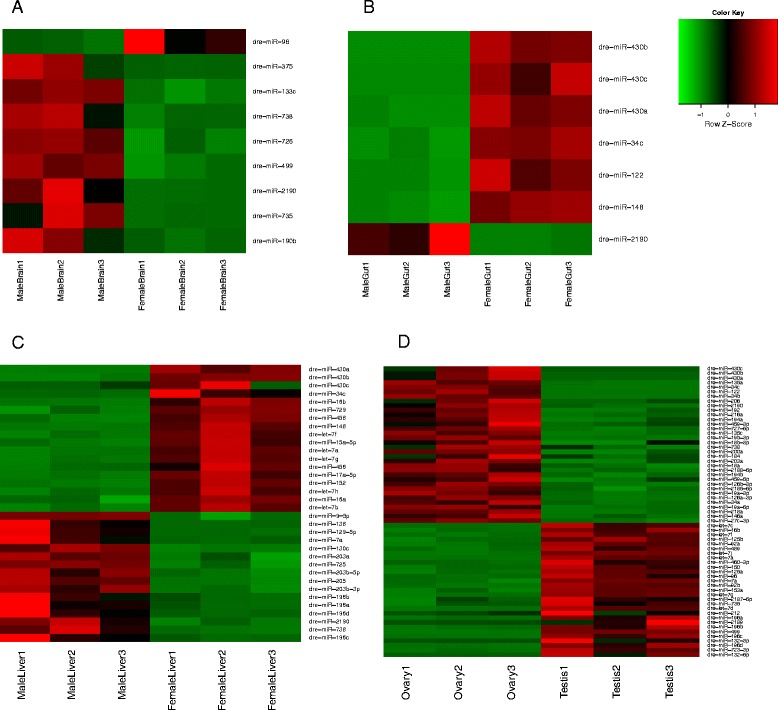
Expression profile of the sex associated known miRNAs. Differential expression of sex associated known mature miRNAs for (**a**) brain (**b**) gut (**c**) liver (**d**) ovary vs testis. The up-regulated miRNAs are depicted in red colour whereas the down-regulated miRNAs are depicted in green colour

The miRNAs dre-miR-430a, dre-miR-430b and dre-miR-430c were definitely most enriched in the embryo samples as compared to all the tissues and hence came up as embryo associated when the tissues were compared to embryo (Table 2).

However, these miRNA were more enriched in the female gut and liver as compared to their male counterparts. Similarly, the ovary was more enriched in these miRNAs as compared to the testis. For sex associated comparison, a pairwise comparison was made only between the male and female counterparts of the same tissue and hence these three miRNAs showed up as sexassociated as well. This phenomenon is overshadowed by the significantly higher abundance of these miRNAs in embryo (Additional file 4) compared to adult tissues. 

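The log2 fold change of embryo over ovary was 4.92 (standard error 0.36, adjusted p = 1.49e-10, edgeR quasi-likelihood with glmTreat) for dre-miR-430a. Over female liver it was 11.14 (standard error 0.48, adjusted p = 1.69e-16, same test) and over female gut 12.19 (standard error 0.49, adjusted p = 2.76e-16, same test). The 3 embryo libraries lay above all libraries of these groups. The paper proposes as a possibility that traces of these miRNAs may be left in female tissues, given their part in maternal RNA degradation.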

Since these miRNA are involved in maternal RNA degradation during early embryogenesis (19), it is possible that traces of these miRNA may still exist in the female tissues.

### Novel miRNA discovery

The reads that did not map to any of the known annotated data bases (unannotated reads) were identified through the elimination pipeline and these unannotated reads were used for novel miRNA prediction. By “novel” miRNA prediction we mean those miRNA that are seen for the first time in zebrafish and not existing in miRBase Release 19.

The unannotated sequences of the three replicates of a tissue were first combined together and then subjected to the miRDeep2.pl module [28, 29] for prediction of novel miRNAs. Since the three replicates were of different sequencing depths, it was essential to combine their unannotated reads before running the miRDeep2 module to obtain consistent predictions for each tissue.

To test the sensitivity of the miRDeep2, each sample was run through the miRDeep2 before being sieved through the elimination pipeline. The number of known miRNAs detected by miRDeep2 (at its default cut-off) in comparison to the total number of miRNAs in the particular sample was indicative of the sensitivity of miRDeep2. The sensitivity of miRDeep2 ranged from 89 to 95 % with the exception of one female liver sample, for which the sensitivity was 81 % (Additional file 5).

The Table 4 lists the number of novel pre-miRNAs predicted for each sample; and the details of the predicted novel pre-miRNAs including the information regarding the miRdeep score, mature miRNA read count, miRNAs with same seed region, consensus mature miRNA sequence, consensus precursor miRNA sequence, precursor miRNA genomic coordinates, for each tissue sample is given in Additional file 6. The Table 4 also shows the number of human seed homologs for the predicted novel miRNAs. The structure of a predicted novel pre-miRNA along with the reads aligned to it is shown in Additional file 7.

**Table 4:** Details of the novel pre-miRNAs predicted from different tissues

Tissue Samples	Number of novel miRNAs (unique)	Number of human seed homologs	Number of tissue associated novel miRNAs	Number of human seed homologs
Embryo	81 (78)	28 (36 %)	19	09
Male Brain	148 (147)	39 (27 %)	125	34
Female Brain	205 (193)	49 (25 %)		
Male Gut	73 (72)	23 (32 %)	15	08
Female Gut	89 (88)	34 (39 %)		
Male Liver	84 (75)	20 (27 %)	17	05
Female Liver	47 (46)	18 (39 %)		
Ovary	54 (50)	14 (28 %)	21	06
Testis	35 (34)	08 (24 %)	13	04
Eye	91 (89)	21 (24 %)	14	02
Heart	202 (197)	53 (27 %)	65	14

The table shows the total number of predicted novel pre-miRNAs as well as those that were specific for each tissue. The value in brackets is the unique number of novel pre-miRNAs predicted for each tissue. The miRDeep2.pl module also gives the seed homologs if present for each predicted novel miRNA. The table shows the number of predicted total and tissue associated novel miRNAs having human seed homologs. On an average 30% of the predicted novel pre-miRNAs had human seed homologs

### Expression pattern of novel predicted miRNAs

The novel pre-miRNAs detected from all the tissues including the embryo sample were grouped together and collapsed to obtain a non redundant set of novel pre-miRNAs. The analyses predicted a final set of 459 unique novel pre-miRNAs and were given an identifier prefix: “gis-dre-mir”. The Additional file 8 comprises of the precursor sequences of the 459 predicted novel miRNAs with their mature sequences in fasta format.

The predicted novel mature miRNAs showed a skewed distribution of expression unlike the known mature miRNAs with the peak at the lowest level Level 1: 1–10 and a decreasing trend toward the higher levels. There were almost no miRNAs at the highest levels Level 6: 10^5^–10^6^ and Level 7:10^6^–10^7^ (Fig. 5a). This verifies the previous findings that the most abundant miRNAs are already known and the novel miRNAs tend to be rare and low in expression [20].

**Fig. 5:**
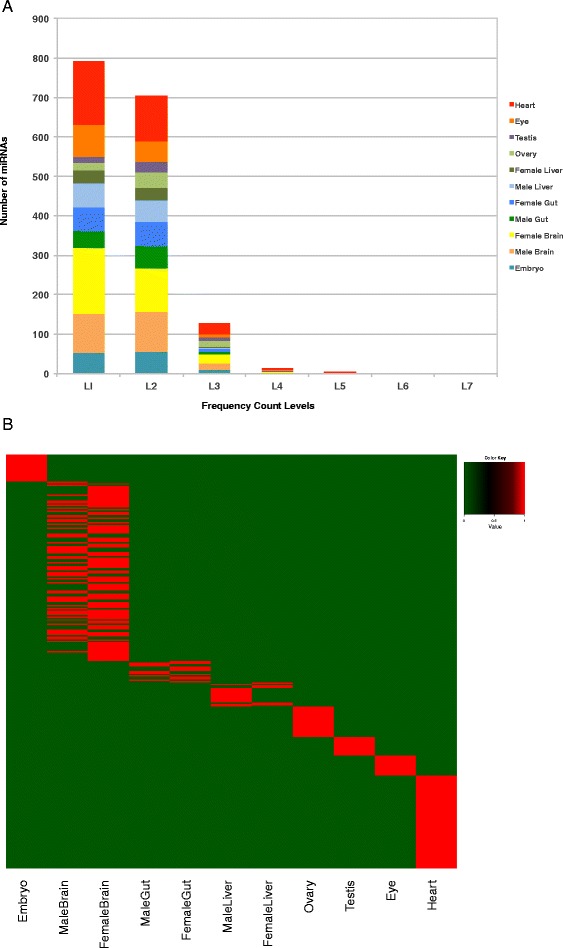
Tissue associated expression pattern of the novel miRNAs. **a** Distribution of novel miRNA expression levels with respect to number of miRNAs. Numbers of reads are taken as miRNA expression levels and their values are represented in the form of ranges. Level 1: 1–10, Level 2: 10–10^2^, Level 3: 10^2^–10^3^, Level 4: 10^3^–10^4^, Level 5: 10^4^–10^5^, Level 6: 10^5^–10^6^, Level 7:10^6^–10^7^. **b** Expression profile of the tissue associated novel pre-miRNAs. Differential expression of tissue associated novel pre-miRNAs. The presence of a novel pre-miRNA is depicted by red colour whereas the absence of it is depicted by green colour

Further ,we carried out a “BLAST” search of our predicted novel zebrafish miRNA with all the miRNAs in miRBase (Current Release 21). If our novel miRNA sequence matched with any miRNA sequence in miRBase Release 21, with 100 % identity in more than 3/4th of its length, it was considered as a match. Out of our 459 predicted novel precursor sequences, 5 matched with the precursor miRNAs in miRBase Release 21. Out of these 5 precursor miRNA matches, 2 were the newly added zebrafish miRNAs (dre-miR-7147, dre-miR-7148). The other 3 precursor miRNA matches were from its closely related species *Ictalurus punctatus.* We also carried out similar “BLAST” search, but with a shorter word size (7) of the mature sequences of our predicted novel miRNA with the mature miRNAs in miRBase Release 21. Around 13 mature miRNA sequences were found to have exact matches; out of these 4 were with the newly added zebrafish mature miRNAs (dre-miR-7146-5p, dre-miR-7147, dre-miR-7148-5p, dre-miR-7148-3p). The remaining 9 mature miRNA matches were with mature miRNAs from its closely related species *Ictalurus punctatus, Salmo salar and Cyprinus carpio* (Additional file 9).

### Tissue associated novel pre-miRNAs

The novel pre-miRNA sequences were compared among all the samples including the embryo sample to obtain tissue associated predicted novel pre-miRNAs as well as embryo associated predicted novel pre-miRNAs. Additional file 10 gives the schematic representation of the method to obtain these tissue associated novel pre-miRNAs. The number of predicted tissue associated novel pre-miRNAs for each sample is shown in Table 4 and Fig. 5b. The brain showed the highest number of predicted tissue associated novel pre-miRNAs (125) followed by the heart (65). The details of these predicted tissue associated novel pre-miRNAs are given in Additional file 11.

### qPCR validations

Some of the known and novel predicted miRNAs were validated through qPCR and their expression patterns were compared with the expression patterns obtained through miRNAseq. The expression pattern obtained by RNA seq and qPCR was compared for selected miRNAs as a validation strategy. A total of 8 known miRNAs and 13 novel miRNA were tested by qPCR, out of which 5/8 known and 12/13 novel miRNAs showed similar patterns with correlation values above 0.5. Mostly, those which have low tag counts did not show significant correlation between miRNA seq and qPCR (see “Methods”). All the 5 known miRNAs having correlation above 0.5 and the top 5 among the 12 novel miRNAs are shown in Fig. 6.

**Fig. 6:**
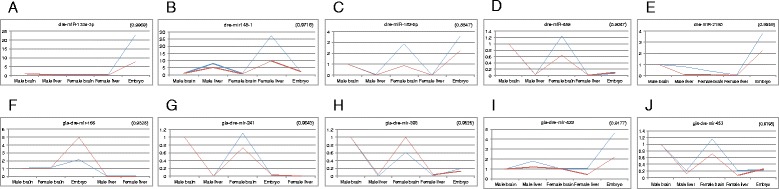
miRNA expression levels using qPCR and miRNA sequencing show a good correlation. (**a**–**e**) Known miRNAs (**f**–**j**) Novel miRNAs. Blue line denotes expression values based on qPCR and red line denotes expression values based on miRNA sequencing. A correlation comparison was done between the expression profiles from both platforms and the values are shown in brackets

## Discussion and conclusions

This study involves an exhaustive small RNA deep sequencing from several tissues and the embryo of zebrafish and systematic and comprehensive analysis of the data. The major focus was first to profile and identify tissue associated and sex associated known miRNAs and second to discover novel miRNAs.

Generally, RNAseq tag density of 1–2 M reads is good enough for miRNA expression profiling and, a tag density of 2–5 M reads is sufficient for discovery applications. We have generated about 20 M reads for each library in the current project, which is 4 to 10 times more than the required range. Further, we sequenced 3 biological replicates for most of the samples. Hence, our sRNA deep sequencing data had a high sequencing depth, deep enough for expression profiling and sensitive enough to discover lowly expressed novel miRNAs.

Around 92–98 % of the reads mapped to the zebrafish genome (Zv9) indicating minimal amount of degradation in the samples. The known miRNAs (344 precursors, 247 mature miRBase Release 19) comprised a wide range of the mapped reads (16–62 %), with the brain samples having the maximum amount (38–62 %) and with the ovary and testis having the minimum amount (6–8 %). The final unannotated pool of sequences that serves as a source of novel miRNA prediction was 7.6–23.0 % with exceptions of ovary (51.4 %) and testis (55.2 %) that had almost half of the sRNA sequences unannotated. The presence of such a high amount of unannotated sequences in ovary and testis suggests the presence of some unknown small non-coding RNAs such as piRNA that needs to be further analysed. It has been shown that piRNA are most abundant in reproductive tissues and early embryos [31, 32] .

The known mature miRNAs in each sample showed a wide range of expression values spanning 7 levels of magnitude. The expression values of the known miRNAs of all tissue samples showed an almost normal distribution.

To obtain tissue associated known miRNAs, the mature miRNA expression profile of each tissue sample was compared pairwise with the others to obtain the miRNAs significantly up-regulated in itself and commonly down-regulated in all the others. The miR-430 family was found to be very highly expressed in embryo with very low to none expression in adult tissues as seen in previous studies [18]. The miR-430 family has been shown to be involved in maternal RNA degradation during gastrulation [19]. Since our samples contained gastrulation stage embryo as well, it is logical to expect abundant presence of miR-430 in the sequence data. This miRNA family was found to be commonly down-regulated in all the adult tissues. The brain showed the highest number of tissue associated known miRNAs (22) pointing out to the fact that these miRNAs may have significant roles in brain development and functioning. Among the tissue associated miRNAs detected, some of them were reported in previous studies [20, 21] .

The sex associated miRNAs were obtained by comparing the mature miRNA expression profiles of the male and female counterparts of brain, gut and liver. The liver showed the highest number of sex associated known miRNAs (34), revealing major differences in the functioning of male and female livers. The miRNA dre-miR-2190 was found to be commonly sex associated for brain, gut and liver, enriched in the male counterparts. The miRNAs dre-miR-34c, dre-miR-430a, dre-miR-430b, dre-miR-430c, were found to be commonly sex associated for gut and liver, enriched in the female counterparts as well as ovary (on comparison with testis). For sex associated comparison, a pairwise comparison was made only between the male and female counterparts of the same tissue and hence the miRNAs 430a,b,c showed up as sexassociated as well. This phenomenon is overshadowed by the highest abundance of these miRNAs in embryo. Their specific expression in female liver and gut indicate that these miRNAs may be involved in functions in addition to maternal RNA degradation.

One of the most important applications of Next Generation Sequencing is the ability to detect novel miRNAs. The prediction of novel miRNAs was done by miRDeep2 software [28, 29] using the unannotated pool of sequences, left after the removal of the annotated sequences through the elimination pipeline. The sieving out of the known and annotated sequences through the elimination pipeline cuts down on the number of false predictions and increases the specificity of novel miRNA prediction.

Before using miRDeep2 for novel miRNA prediction, we ran the software on the unsieved and entire samples comprising of the annotated and unannotated reads. The number of known miRNA picked up by miRDeep2 in comparison to the total number of miRNAs in the samples at the similar cut-off used for novel miRNA prediction was used as an indicator of sensitivity. The sensitivity of miRDeep2 ranged from 89 to 95 % with the exception of one female liver sample, for which the sensitivity was 81 %.

A total of 459 novel pre-miRNAs were predicted in this study based on the sequence data. Majority of these novel miRNAs were less abundant and showed a skewed frequency distribution, with large number of miRNAs falling within the low levels of expression and very few within the high levels of expression. This is perhaps the reason they have not been discovered so far and highlights the merit of our really deep sequencing approach. These predicted novel miRNAs were also found to be having less seed conservation to human miRNAs (30 % on an average). These findings were in accordance to an earlier study that also reported less abundance and less conservation of the novel miRNAs [20].

The sequences of the predicted novel pre-miRNAs were compared with each other to obtain the ones associated to each tissue. Here again, the brain showed maximum number (125) tissue associated novel pre-miRNAs. It would be further interesting to correlate these tissue and sex associated miRNAs to their targets to understand the gene regulatory network and pathways regulating zebrafish development. The combination of the miRNA and their targets would certainly reveal the intricacies of regulation going on in each tissue.

In conclusion, even though ~247 mature miRNAs have been identified for zebrafish (miRBase19) we have categorized sex associated and tissues associated candidates and this attempt paves the path for tissue biomarker discovery. Addition of 459 novel pre-miRNAs will serve as a good resource for future research to understand miRNA-mRNA regulation in zebrafish. The high degree of similarity in the protein coding genes between zebrafish and humans promotes the application of discoveries in zebrafish to humans; functional analaysis of the novel zebrafish miRNAs will have implications in understanding their role in humans.

## Methods

### RNA Isolation and Libraries Construction

Total RNA were extracted using mirVana™ miRNA Isolation Kit (Life Technologies). For small RNA sequencing, total RNA was extracted from tissues (brain, gut, liver, ovary, testis, eye and heart) of adult fishes. For brain, gut and liver, the RNA was extracted from male and female fishes separately. For each tissue sample, 3 biological replicates were prepared; each biological replicate comprised of RNA extracted from tissues collected from 4 to 5 fishes. For the embryo RNA, early embryonic stages ( 2.5, 6, 12 and 24 hpf stage embryos; about 30 embryos per stage) and 15 day juveniles were pooled and RNA was extracted. Three replicates were prepared for each sample. On the whole, 33 small RNAseq libraries were prepared from 11 samples (embryo, male brain, female brain, male gut, female gut, male liver, female liver, ovary, testis, eye and heart) with three biological replicates for each sample. Wild type zebrafish were used for tissue/embryo collection for this study. (Animals used for this project maintained as per the Animal Care and Use Committee (IACUC) rules. The project was approved under Industrial Alignment program (ref No. IAF111050; project code: GIS/11-IAR210-1). Concentration and quality of the RNA was analyzed on Nanodrop (A_260_/A_280_ and A_260_/A_230_ ratios) and the integrity of the RNA was verified using RNA6000 chips on a Bioanalyzer (Agilent Technologies). Sequencing libraries for miRNA was constructed usingTruSeq® Small RNA Sample Prep Kit, Illumina. Sequencing library was prepared as per the instruction given in the manual.

### Sequencing

Sequencing was done on an Illumina HiSeq 2000 machine using TruSeq v3 cBot and SBS kits in Genome Institute of Singapore sequencing facility.

### Quantitative PCR

Quantitative PCR was performed to verify the miRNA sequencing using miRCURY LNA™ Universal RT microRNA PCR (Exiqon). 20 ng of total RNA from each pool was used as starting material and qPCR was setup according to manufacturer instruction. Cycling and data acquisition were performed on an ABI, 7900HT machine. The cycling conditions consist of a 10 min initial denaturation at 95 °C followed by 40 cycles of 95 °C for 10 s, 60 °C for 1 min. Data was acquired at the end of each annealing/extension step. The data was analysed with comparative Ct method (2–[delta][delta]Ct) using two miRNA housekeeping genes (dre-let-7a and dre-miR-10c).

### Processing of the reads

The reads were first subjected to adapter removal through the cutadapt program [33]. The trimmed reads were then collapsed to remove redundancy and to obtain a unique sequence fasta file through the mapper module of miRDeep2 package [28, 29]. The headers of the unique fasta file comprise of a running number and the frequency of the particular trimmed read (For details see Additional file 12).

### Annotation of the reads and the elimination pipeline

The unique reads fasta file was then put through an elimination pipeline module [34] comprising of a series of sequence similarity searches with the annotated databases. At each step the reads were matched to an annotated database with a maximum of two mismatches. The matched reads were removed and the unmatched ones were further matched to the next annotated database, finally culminating into an unannotated pool of reads that served as a source of novel miRNAs and novel sRNAs. The annotated databases used in the elimination pipeline were as follows:

i. Precursor miRNAs were obtained from miRBase, Release 19 comprising of 344 precursor miRNAs.
ii. Non coding RNA file ‘Danio_rerio.Zv9.71.ncrna.fa’ consisting of RNAs such as the miRNAs, rRNAs, sn/snoRNAs, lincRNAs and miscRNAs was downloaded from Ensembl FTP site.
iii. tRNAs (Zv9) were downloaded from http://gtrnadb2009.ucsc.edu/Dreri/ site.
iv. The‘rna.fa’ file comprising of majorly mRNAs was downloaded from NCBI FTP site.

The reads that matched to the annotated databases were assigned to that particular class of RNA and pie-charts were constructed indicative of the distribution of the annotated sRNA classes as well as the unannotated reads in a sample.

### Known miRNA expression profile generation, normalization and clustering

The known mature miRNA expression profile was generated by using the quantifier module of the miRDeep2 package [28, 29] that gives the read counts for the known miRNAs (For details see Additional file 12). The raw reads expression profile generated for all the replicates of the samples were subjected to Trimmed Mean of M-values (TMM) normalisation using the bioconductor package edgeR [30]. The normalized expression profiles for all the replicates of all the samples were then subjected to hierarchical clustering as well as PCA clustering for quality control purpose as well as to look at the similarity among the samples.

### Detection of tissue and sex associated known miRNAs

For determining the tissue associated known miRNAs, the TMM normalized expression profiles of the known mature miRNAs of each tissue was compared pairwise to the other tissue samples as well as to the embryo. The GLM framework in edgeR [30] was used and the treatDGE function was applied. A log Fold Change (logFC) change cut-off of 1, representing the size of the change and a p-value with FDR cut-off of < = 0.05 representing the significance of the change was used to get the differentially expressed miRNAs for each comparison. A total of ten pairwise comparisons were conducted for each tissue except for those with male/female counterparts. For tissues with male and female samples only 9 pairwise comparisons were conducted to exclude the male or female counterpart of the same tissue. In this case, a separate comparison was made for male and female brain, liver and gut and the union set of miRNAs in both these comparisons was considered specific to the particular tissue. The significantly up-regulated miRNAs in a particular tissue and commonly down-regulated miRNAs in all the other tissues that were compared with it, were taken as its respective tissue associated miRNAs.

For tissues that had male and female counterparts (brain, gut, liver), a union of the two sets was taken to get the complete number of tissue associated miRNAs. To obtain embryo associated known miRNAs, all the tissues were compared to embryo (ten comparisons). The miRNAs that were found to be significantly up-regulated in embryo and commonly down-regulated in all the other tissues were called “embryo associated”.

For determining the sex associated known miRNAs, the TMM normalized mature miRNA expression profiles of the female counterpart of the tissue was compared to the male counterpart (female vs male) using the the GLM framework in edgeR [30] and the treatDGE function. A log Fold Change (logFC) change cut-off of 1, representing the size of the change and a p-value with FDR cut-off of < = 0.05 representing the significance of the change was used to get the differentially expressed miRNAs. These differentially expressed miRNAs among the male and female were called as “Sex associated miRNAs”.

### Novel miRNA prediction pipeline

The unannotated sequences left after the elimination pipeline, were used for the novel miRNA prediction. For this purpose, the unannotated sequence files of the replicates of a particular tissue were combined and first mapped to the zebrafish genome using mapper.pl module and then subjected to the miRDeep2.pl module [28, 29] to obtain the novel miRNAs (For details see Additional file 12).

### Detection of tissue associated novel pre-miRNAs

The novel pre-miRNA sequences of all the tissues predicted by miRDeep2 were compared with each other including the embryo sample using an in-house sequence similarity search perl program that looks for equal sequence matches as well as substrings and overlaps to obtain the total matched set of novel pre-miRNA sequences. The total matched set was then subtracted from the total predicted set of novel pre-miRNA sequences to obtain the unmatched set of novel pre-miRNA sequences. The unmatched set of novel pre-miRNA sequences were deemed as tissue associated novel pre-miRNAs for each tissue and embryo associated novel pre-miRNAs for the embryo (Additional file 10).

The entire protocol comprising of processing of the reads, quantification of known miRNAs, elimination pipeline and novel miRNA prediction has been depicted in Fig. 1.

### Availability of supporting data

All the sRNA deep sequencing data sets generated in this project have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE57169. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57169). The data sets are now publicly available and can be downloaded from this site. Novel miRNA sequence data sets have been submitted to to microRNA database (miRBase; http://www.mirbase.org/) and accessible from miRBase site.

## Additional files

Additional file 1:
**Comprises of the “Raw” and “TMM Normalized” known mature miRNA expression profiles of all the samples.** Sheet1: Raw, Sheet2: TMM Normalized. (XLSX 162 kb) Additional file 2:
**Principal Component Analysis (PCA) plot depicting the clustering of the samples.** The three biological replicates of all the tissue samples including embryo clustered closely indicating less experimental variation among the replicates. The tissue samples having male and female counterparts like the brain, gut and liver showed proximity among their male and female counterparts, indicating that the variations caused due to sex was less compared to the variations caused by the tissue. (PDF 238 kb) Additional file 3:
**Comprises of the details of the sex associated known miRNAs including the logFC, logCPM,** **P-value** **and FDR values.** Sheet1: brain, Sheet2: gut, Sheet3: liver, Sheet4: ovary vs. testis. 

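The mean normalized count of dre-miR-21 was lowest in testis at 152923 ± 24059 (SD, n = 3) and highest in male gut at 322078 ± 7428 (SD, n = 3). It made up 15.7% of the counts on known miRNAs in testis and 35.6% in ovary, the extremes over the 11 sample groups.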

(XLSX 20 kb) Additional file 4:
**Comprises of barcharts for validation.** Slide1: dre-miR-21 is found to be abundant and ubiquitously expressed as compared to some let-7 family members. The dre-let-7f, g, h appears to be enriched in female liver and dre-let7i is enriched in brain as compared to the embryo and other tissue samples. 

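In female liver the normalized counts were 16946 ± 3428 (SD, n = 3) for dre-let-7f, 22674 ± 4554 (SD, n = 3) for dre-let-7g and 11071 ± 2352 (SD, n = 3) for dre-let-7h. In male liver they were 4443 ± 563 (SD, n = 3), 6503 ± 679.9 (SD, n = 3) and 3911 ± 376 (SD, n = 3). The log2 fold change of female over male liver was 1.93 (standard error 0.14, adjusted p = 5.9e-07, edgeR quasi-likelihood with glmTreat) for dre-let-7f, 1.80 (standard error 0.13, adjusted p = 2.44e-06, same test) for dre-let-7g and 1.50 (standard error 0.12, adjusted p = 0.000248, same test) for dre-let-7h. Of the 9 alternatives for these tests, 9, 8 and 8 called the difference. Female liver was called higher than all 9 other groups for each of them, and male liver than 3, 2 and 3 of the 9. The liver association of dre-let-7g was kept in 5 of 10 alternatives and in 3 of 6 fits that left out one liver library, and that of dre-let-7f and dre-let-7h in 8 and 8 alternatives. All 3 lost it with library size alone as the scaling. For dre-let-7i the normalized count was 17439 ± 1261 (SD, n = 3) in male brain and 22983 ± 1577 (SD, n = 3) in female brain, and the next group was male liver with 1146 ± 38.4 (SD, n = 3). Members of the let-7 family are similar enough in sequence for reads to be counted on more than one.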

Slides 2 and 3 : shows the expression of the miRNAs 430 a,b,c in the embryo and the female tissues of gut, liver and ovary. The slides depict the overshadowing effect of high expression of these miRNAs in embryo over the female tissues. The high expression of these miRNAs in the female tissue is visible only when not compared to embryo. (PDF 227 kb) Additional file 5:
**Is a plot showing the sensitivity of MiRDeep2 for identification of known miRNAs from zebrafish.** The number of known miRNAs picked up by miRDeep2 in comparison to the total number of miRNAs in the sample; at the similar cut-off used for novel miRNA prediction was used as an indicator of its sensitivity. The sensitivity of miRDeep2 ranged from 89 to 95 % with the exception of one female liver sample, for which the sensitivity was 81 %. (PDF 26 kb) Additional file 6:
**Comprises of the details of the predicted novel miRNAs of all the samples including the IDs, miRDeep2 scores, read counts, precursor and mature sequences and precursor coordinates.** Sheet1: embryo predicted novel miRNAs, Sheet2: male brain predicted novel miRNAs, Sheet3: female brain predicted novel miRNAs, Sheet4: male gut predicted novel miRNAs, Sheet5: female gut predicted novel miRNAs, Sheet6: male liver predicted novel miRNAs, Sheet7: female liver predicted novel miRNAs, Sheet8: ovary predicted novel miRNAs, Sheet9: testis predicted novel miRNAs, Sheet10: eye predicted novel miRNAs, Sheet11: heart predicted novel miRNAs). (XLSX 159 kb) Additional file 7:
**Figure showing the structure of a predicted novel miRNA from miRdeep2 with its aligned read sequences.** MiRdeep2 gives as output the pdfs of the structure of the predicted novel miRNA along with the reads mapping to its mature, star and loop sequences. The top left corner has the score distribution for the predicted novel miRNA, the top right corner has the predicted hairpin structure for the novel pre-miRNA and the major part comprises of the alignment of the reads to the mature (red), loop (yellow) and the star regions (purple) of the precursor miRNA. For each read mapped, its frequency value, the number of mismatches with which it maps, and the sample it belongs to is given at the bottom right. (PDF 221 kb) Additional file 8:
**Comprises of the precursor sequences of the 459 predicted novel miRNAs along with their 5p and 3p mature miRNAs.** The novel predicted miRNAs are given the prefix : “gis-dre-mir”. (PDF 92 kb) Additional file 9:
**Comprises of BLAST matches of the predicted novel miRNAs to all the miRNAs in the current release 21 of miRBase.** (XLSX 52 kb) Additional file 10:
**Figure showing the schematic representation of obtaining specific novel** **pre-miRNAs** **for embryo.** The coloured circles represent the set of predicted novel pre-miRNAs for each tissue sample. The 78 predicted novel pre-miRNAs of embryo were compared with the set of predicted novel pre-miRNAs of other tissues to find the ones that matched. The total set of matched novel pre-miRNAs were 59. Therefore the unmatched set of 19 was considered as specific novel pre-miRNAs for embryo. This procedure was followed for the other tissue samples to obtain the novel pre-miRNAs specific to them. (PDF 30 kb) Additional file 11:
**Comprises of the details of the tissue associated predicted novel** **pre-miRNAs** **including the IDs, miRDeep2 scores, read counts, precursor and mature sequences and precursor coordinates.** Sheet1: embryo associated novel miRNAs, Sheet2: brain associated novel miRNAs, Sheet3: gut associated novel miRNAs, Sheet4: liver associated novel miRNAs, Sheet5: ovary associated novel miRNAs, Sheet6: testis associated novel miRNAs, Sheet7: eye associated novel miRNAs, Sheet8: heart associated novel miRNAs, Sheet9: summary). For tables containing information about the brain, gut and liver tissue associated novel miRNAs, there exists an additional column indicating whether a tissue associated novel miRNA is present in male/female or both. Some tissue associated novel miRNAs are present in both male and female and some in only one sex. The summary (Sheet9) gives the unique number of tissue associated novel miRNAs that reflects the union of the two. (XLSX 62 kb) Additional file 12:
**Comprises of additional details of the methods, including the options and parameters of the tools used for processing of the reads, known miRNA expression profile generation, normalization and clustering and novel miRNA prediction pipeline.**

## Abbreviations

miRNA: microRNA
NGS: Next generation sequencing
DE: Differentially expressed
TMM: Trimmed mean of M-values
GLM: Generalised linear model

# Supplementary material for: Deep sequencing of small RNA facilitates tissue and sex associated microRNA discovery in zebrafish
**Source:** BMC Genomics. 2015 Nov 16;16:950. doi: 10.1186/s12864-015-2135-7

# PCA Mapping (61.7%)

PC#2 18.3%

PC#3 11.6%

PC#1 31.9%

- Category
- Embryo
  - Eye
  - Female Brain
  - Female Gut
  - Female Liver
  - Heart
  - Male Brain
  - Male Gut
  - Male Liver
  - Ovary
  - Testis

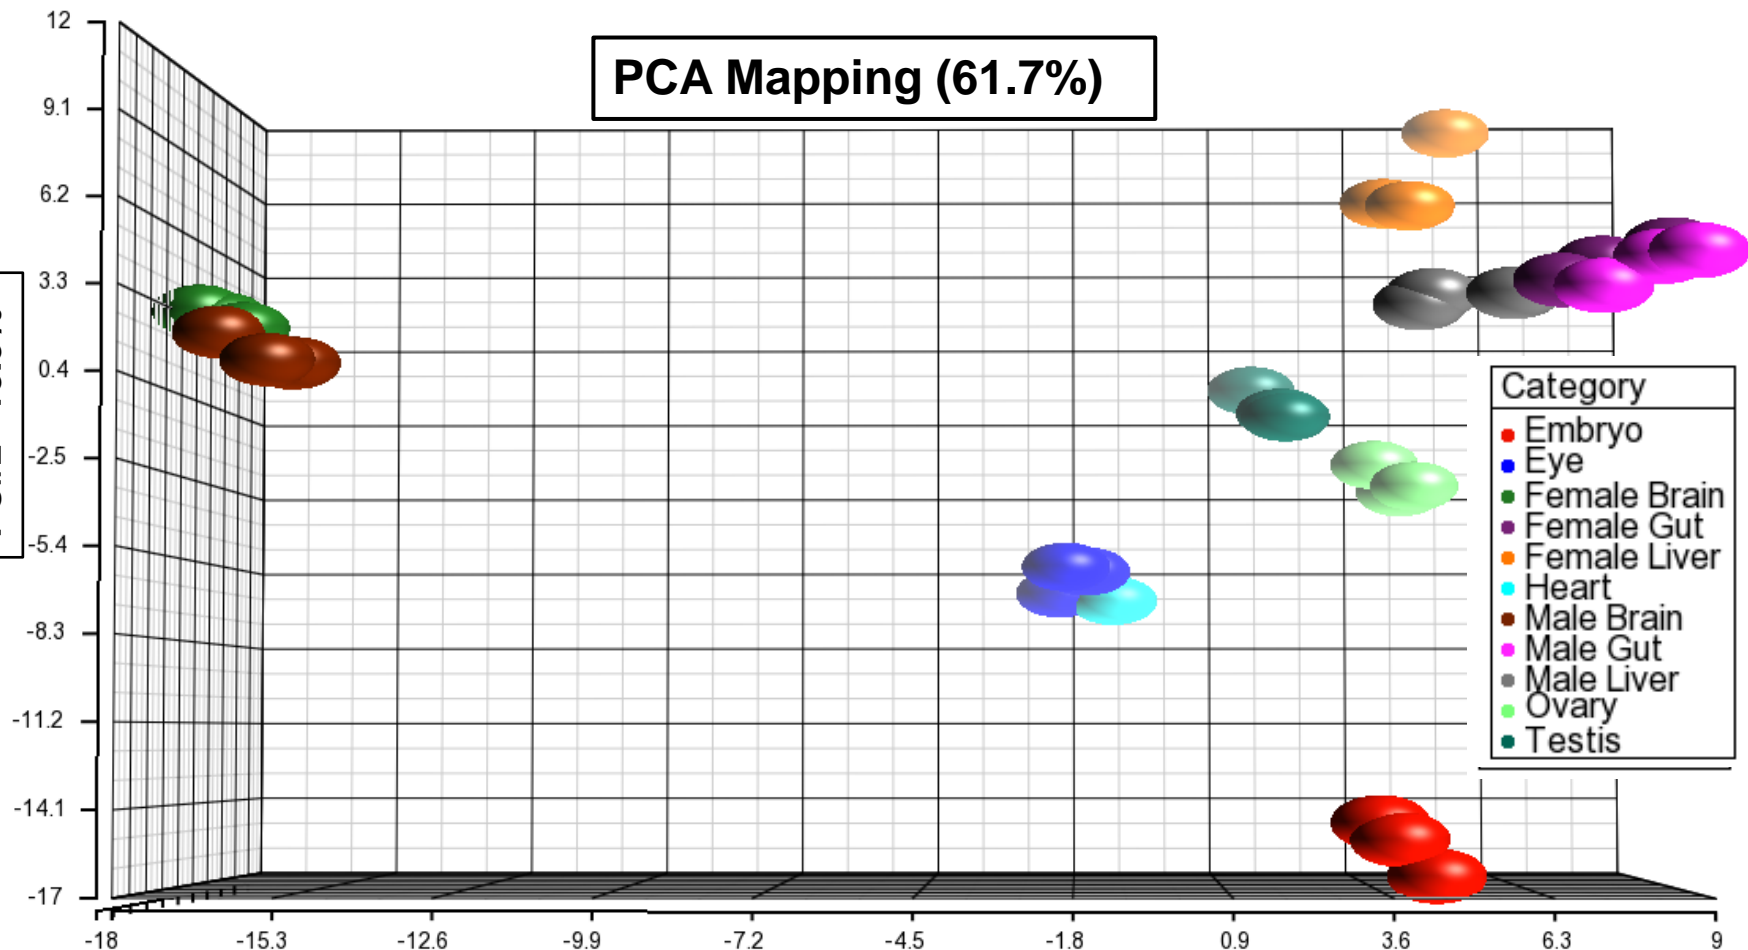

**Supplement:** Additional file 2: — Principal Component Analysis (PCA) plot depicting the clustering of the samples. The three biological replicates of all the tissue samples including embryo clustered closely indicating less experimental variation among the replicates. The tissue samples having male and female counterparts like the brain, gut and liver showed proximity among their male and female counterparts, indicating that the variations caused due to sex was less compared to the variations caused by the tissue.

# Supplementary material for: Deep sequencing of small RNA facilitates tissue and sex associated microRNA discovery in zebrafish
**Source:** BMC Genomics. 2015 Nov 16;16:950. doi: 10.1186/s12864-015-2135-7

## Comparison of the expression of dre-miR-21 and dre-let-7 family members:

**dre-miR-21 is highly abundant and ubiquitously expressed**

**dre-let7i appears to be enriched in brain samples as compared to other tissues**

**dre-let-7f, g, h appears to be enriched in all the three replicates of the female liver as compared to the embryo and other tissue samples**

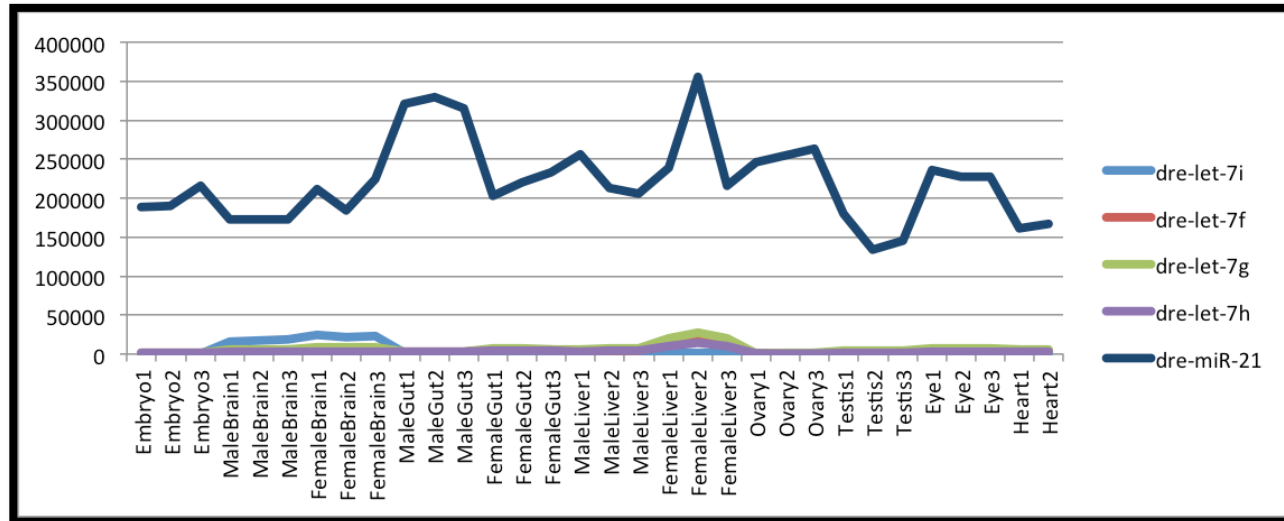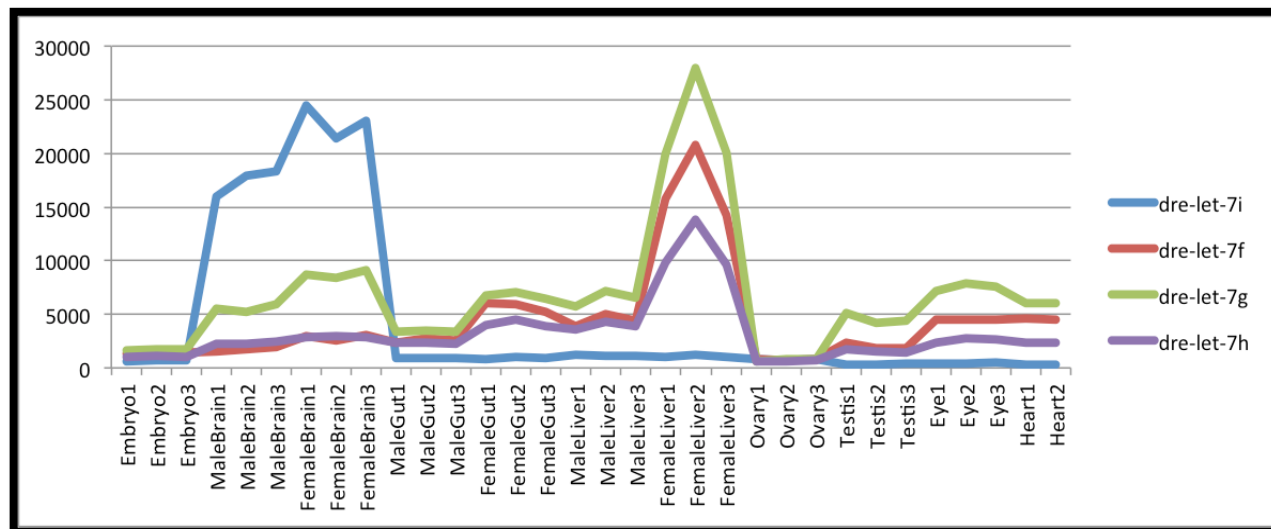

### Embryo associated dre-miR-430a,b,c :

It is high in Embryo that it overshadows the expression of rest of the tissues. It is therefore Embryo specific.

RNA seq tag density is quite high in embryo compared to ovary

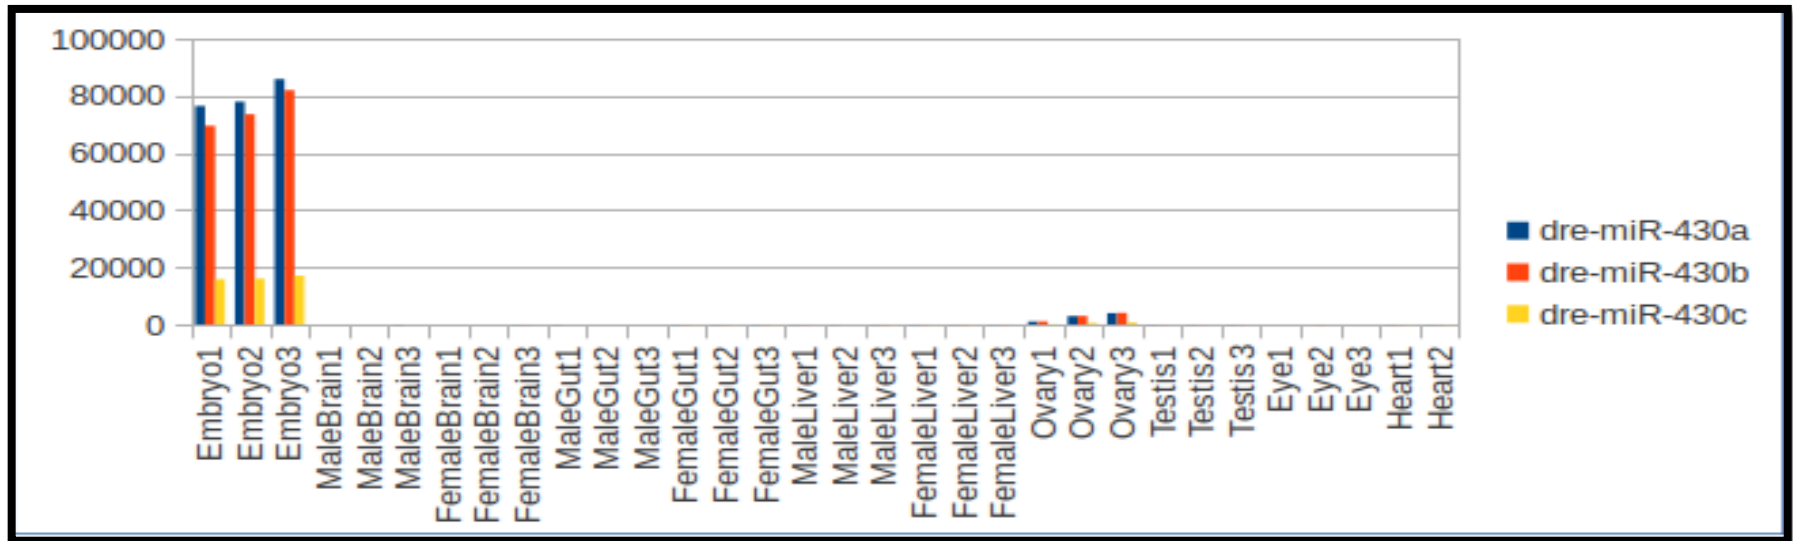

### Ovary sex associated dre-miR-430a,b,c vs. Testis :

Clearly enriched in ovary compared to testis samples

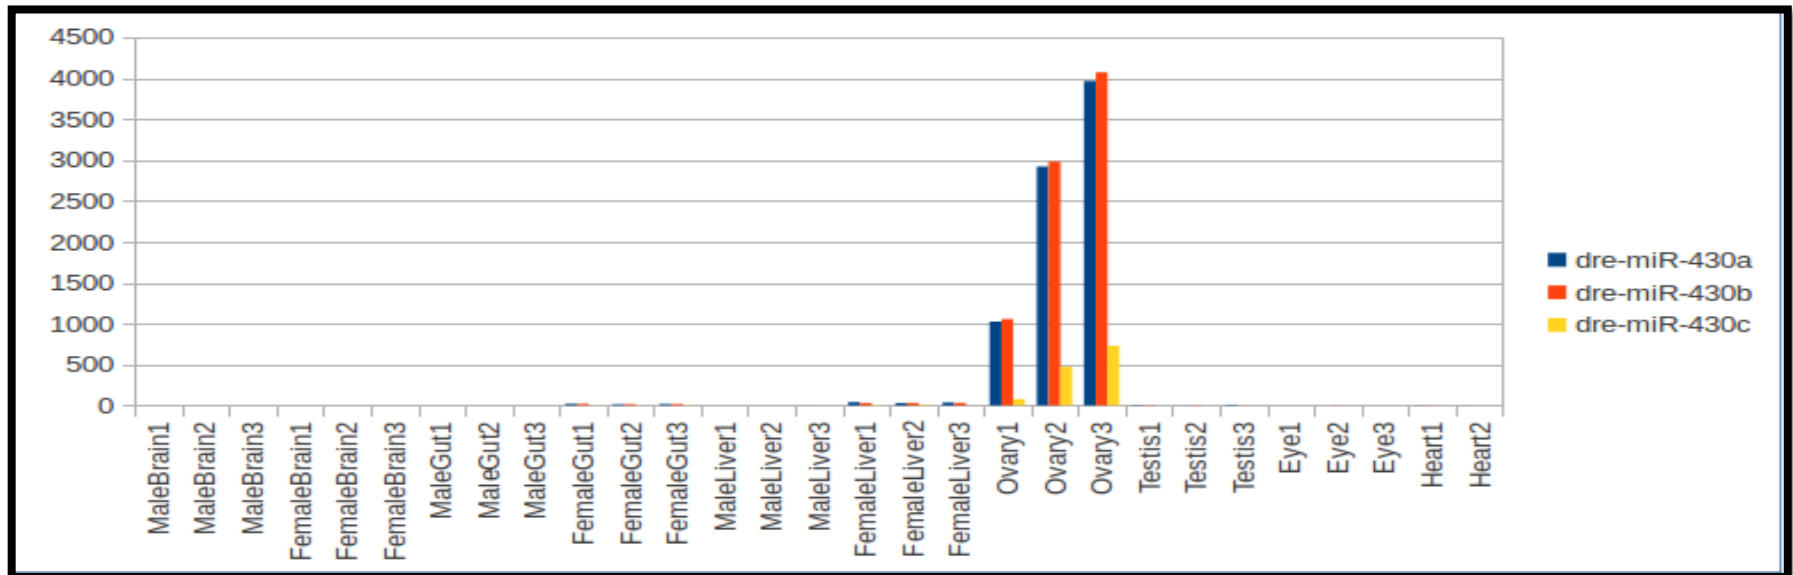

**Female Gut and Female Liver sex associated dre-miR-430a,b,c vs. Male counterparts :  
Clearly enriched in female gut and liver compared to other tissues (ignoring Embryo, and  
Ovary samples; RNA seq tag density is low compared to embryo /ovary)**

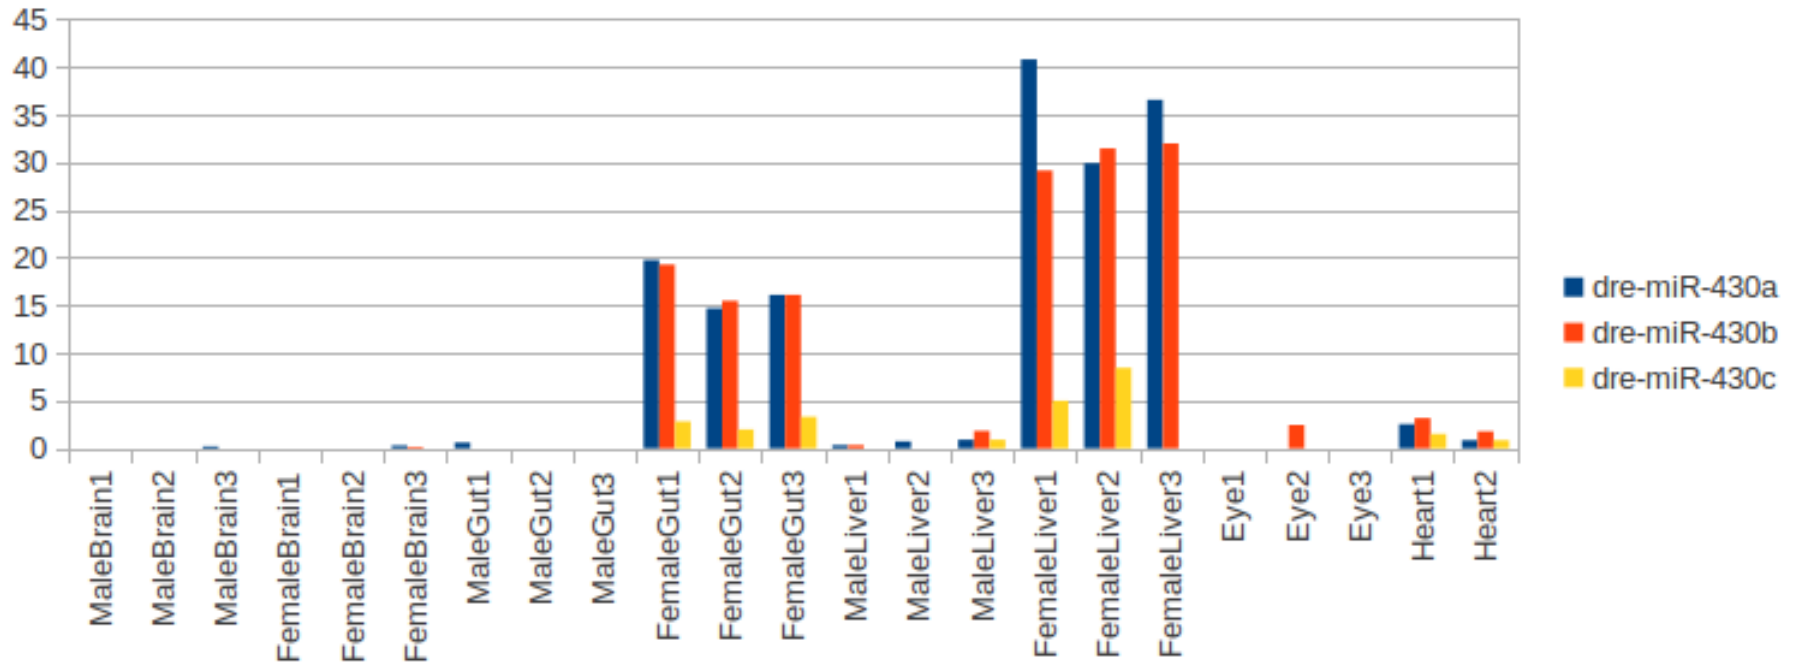

**Supplement:** Additional file 4: — Comprises of barcharts for validation. Slide1: dre-miR-21 is found to be abundant and ubiquitously expressed as compared to some let-7 family members. The dre-let-7f, g, h appears to be enriched in female liver and dre-let7i is enriched in brain as compared to the embryo and other tissue samples. Slides 2 and 3 : shows the expression of the miRNAs 430 a,b,c in the embryo and the female tissues of gut, liver and ovary. The slides depict the overshadowing effect of high expression of these miRNAs in embryo over the female tissues. The high expression of these miRNAs in the female tissue is visible only when not compared to embryo.

# Supplementary material for: Deep sequencing of small RNA facilitates tissue and sex associated microRNA discovery in zebrafish
**Source:** BMC Genomics. 2015 Nov 16;16:950. doi: 10.1186/s12864-015-2135-7
**Supplement:** Additional file 7: — Figure showing the structure of a predicted novel miRNA from miRdeep2 with its aligned read sequences. MiRdeep2 gives as output the pdfs of the structure of the predicted novel miRNA along with the reads mapping to its mature, star and loop sequences. The top left corner has the score distribution for the predicted novel miRNA, the top right corner has the predicted hairpin structure for the novel pre-miRNA and the major part comprises of the alignment of the reads to the mature (red), loop (yellow) and the star regions (purple) of the precursor miRNA. For each read mapped, its frequency value, the number of mismatches with which it maps, and the sample it belongs to is given at the bottom right.

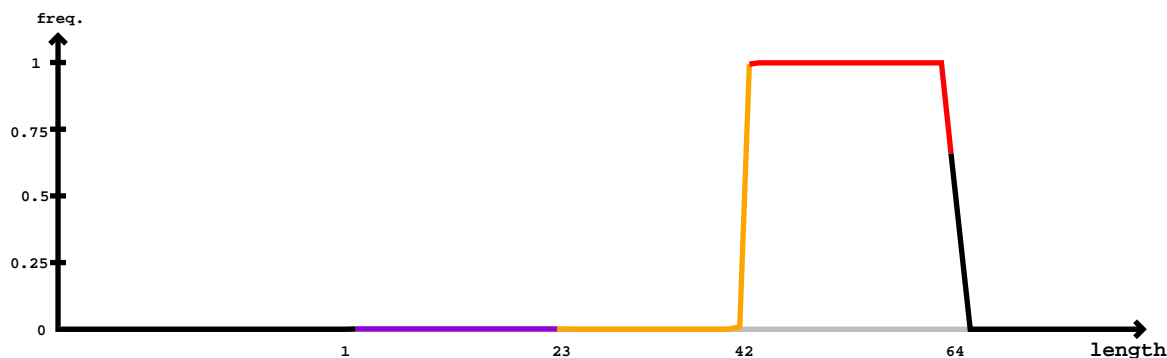

## Mature

|    |                                                                                                                    |       |     |        |
|----|--------------------------------------------------------------------------------------------------------------------|-------|-----|--------|
| 5' | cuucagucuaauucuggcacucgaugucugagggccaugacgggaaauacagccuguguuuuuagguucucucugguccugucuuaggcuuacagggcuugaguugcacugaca | -3'   | obs |        |
|    | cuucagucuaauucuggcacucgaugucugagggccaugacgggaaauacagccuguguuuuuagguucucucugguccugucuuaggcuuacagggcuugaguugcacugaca |       | exp |        |
|    | ..((((((.....(((((((.(.(((((.(((((.(((((((.....))).....))))).))))).))))).)))))))).)))))))).)))))))).)))))))).      | reads | mm  | sample |
|    | .....cucugguccugucuuaggcuuaca.....                                                                                 | 1     | 0   | EMF    |
|    | .....ucugguccugucuuaggcuuaU.....                                                                                   | 1     | 1   | EMF    |
|    | .....ucugAuccugucuuaggcuuac.....                                                                                   | 14    | 1   | EMF    |
|    | .....ucugguccugucCuggcuuac.....                                                                                    | 1     | 1   | EMF    |
|    | .....ucugguccugucuuaggcuuac.....                                                                                   | 37    | 0   | EMF    |
|    | .....ucugAuccugucuuaggcuuaca.....                                                                                  | 22    | 1   | EMF    |
|    | .....ucugguccugucuuaggcuuacU.....                                                                                  | 3     | 1   | EMF    |
|    | .....ucugguccugucuuaggcuuaca.....                                                                                  | 62    | 0   | EMF    |
|    | .....ucugguccugucuuaggcuuacaA.....                                                                                 | 1     | 1   | EMF    |
|    | .....agggccaugacgggaaauacagcc.....                                                                                 | 1     | 0   | EMT    |
|    | .....ucucugguccugucuuaggcuuac.....                                                                                 | 1     | 0   | EMT    |
|    | .....cucugguccugucuuaggcuuac.....                                                                                  | 3     | 0   | EMT    |
|    | .....cucugguccugucuuaggcuuaU.....                                                                                  | 1     | 1   | EMT    |
|    | .....cucugAuccugucuuaggcuuaca.....                                                                                 | 1     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuac.....                                                                                   | 1     | 1   | EMT    |
|    | .....ucuggCccugucuuaggcuuac.....                                                                                   | 1     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuac.....                                                                                   | 101   | 0   | EMT    |
|    | .....ucugAuccugucuuaggcuuac.....                                                                                   | 46    | 1   | EMT    |
|    | .....ucuggCccugucuuaggcuuaca.....                                                                                  | 1     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuaU.....                                                                                   | 11    | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuaca.....                                                                                  | 1     | 1   | EMT    |
|    | .....ucugAuccugucuuaggcuuaca.....                                                                                  | 100   | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuaca.....                                                                                  | 188   | 0   | EMT    |
|    | .....ucugguccugucCuggcuuaca.....                                                                                   | 1     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuaUa.....                                                                                  | 1     | 1   | EMT    |
|    | .....ucugguccugucuuUgcuuaca.....                                                                                   | 1     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuacaU.....                                                                                 | 4     | 1   | EMT    |
|    | .....ucugguccugucuuaggcuuacaA.....                                                                                 | 1     | 1   | EMT    |
|    | .....cugAuccugucuuaggcuuaca.....                                                                                   | 2     | 1   | EMT    |
|    | .....cucugAuccugucuuaggcuuac.....                                                                                  | 1     | 1   | EMS    |
|    | .....ucuggCccugucuuaggcuuac.....                                                                                   | 1     | 1   | EMS    |

## Star

## Mature

|                                                                                                                    |     |   |     |
|--------------------------------------------------------------------------------------------------------------------|-----|---|-----|
| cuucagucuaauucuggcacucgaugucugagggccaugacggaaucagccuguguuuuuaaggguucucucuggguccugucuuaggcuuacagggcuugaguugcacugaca |     |   |     |
| .....ucuggguccugucuuaggcuuac.....                                                                                  | 54  | 0 | EMS |
| .....ucuggguccugucuuagNcuuac.....                                                                                  | 1   | 1 | EMS |
| .....ucugAuccugucuuaggcuuac.....                                                                                   | 20  | 1 | EMS |
| .....ucuggguccugucuuaggcuuacU.....                                                                                 | 7   | 1 | EMS |
| .....ucuggguccAgucuuaggcuuaca.....                                                                                 | 1   | 1 | EMS |
| .....ucugAuccugucuuaggcuuaca.....                                                                                  | 28  | 1 | EMS |
| .....ucuggguccugucuuaggcuuaca.....                                                                                 | 107 | 0 | EMS |
| .....ucuggguccugucuuaggcuuacaU.....                                                                                | 1   | 1 | EMS |
| .....cuggguccugucuuaggcuuaca.....                                                                                  | 1   | 0 | EMS |
| .....cugAuccugucuuaggcuuaca.....                                                                                   | 1   | 1 | EMS |

# Supplementary material for: Deep sequencing of small RNA facilitates tissue and sex associated microRNA discovery in zebrafish
**Source:** BMC Genomics. 2015 Nov 16;16:950. doi: 10.1186/s12864-015-2135-7
**Supplement:** Additional file 8: — Comprises of the precursor sequences of the 459 predicted novel miRNAs along with their 5p and 3p mature miRNAs. The novel predicted miRNAs are given the prefix : “gis-dre-mir”.

>gis-dre-mir-1  
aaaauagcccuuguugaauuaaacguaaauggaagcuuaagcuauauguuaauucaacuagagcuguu  
uag  
>5p-matureseq  
aaaauagcccuuguugaauua  
>3p-matureseq  
uaauucaacuagagcuguuuag  
~~~~~  
>gis-dre-mir-2  
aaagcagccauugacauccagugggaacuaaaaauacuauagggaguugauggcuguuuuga  
>5p-matureseq  
aaagcagccauugacauccagugg  
>3p-matureseq  
auagggaguugauggcuguuuuga  
~~~~~  
>gis-dre-mir-3  
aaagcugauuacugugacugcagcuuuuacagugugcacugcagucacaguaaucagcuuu  
>5p-matureseq  
aaagcugauuacugugacugc  
>3p-matureseq  
ugcagucacaguaaucagcuuu  
~~~~~  
>gis-dre-mir-4  
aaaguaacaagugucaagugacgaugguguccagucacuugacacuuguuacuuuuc  
>5p-matureseq  
aaaguaacaagugucaagugac  
>3p-matureseq  
cacuugacacuuguuacuuuuc  
>3p-matureseq  
ucacuugacacuuguuacuuuu  
~~~~~  
>gis-dre-mir-5  
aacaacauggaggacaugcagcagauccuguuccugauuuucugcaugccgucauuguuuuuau  
>5p-matureseq  
aacaacauggaggacaugcagc  
>3p-matureseq  
cugcaugccgucauuguuuuuau  
~~~~~  
>gis-dre-mir-6  
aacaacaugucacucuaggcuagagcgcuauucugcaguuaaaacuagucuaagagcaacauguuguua  
a  
>5p-matureseq  
aacaacaugucacucuaggcu  
>5p-matureseq  
aacaacaugucacucuaggcua  
>3p-matureseq  
gucuagagcaacauguuguuaa  
>3p-matureseq  
ucuagagcaacauguuguuaa  
~~~~~  
>gis-dre-mir-7  
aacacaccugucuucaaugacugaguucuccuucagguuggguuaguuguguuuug  
>5p-matureseq  
aacacaccugucuucaaugacug

>3p-matureseq  
gguuggguuaguuguguuug  
~~~~~  
>gis-dre-mir-8  
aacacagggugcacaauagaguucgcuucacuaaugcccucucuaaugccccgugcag  
>5p-matureseq  
aacacagggugcacaauagagu  
>3p-matureseq  
ccucucuaaugccccgugcag  
~~~~~  
>gis-dre-mir-9  
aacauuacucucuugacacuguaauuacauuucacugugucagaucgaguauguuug  
>5p-matureseq  
aacauuacucucuugacacugu  
>3p-matureseq  
ugugucagaucgaguauguuug  
~~~~~  
>gis-dre-mir-10  
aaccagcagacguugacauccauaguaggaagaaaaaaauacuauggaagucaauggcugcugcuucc  
>5p-matureseq  
aaccagcagacguugacaucc  
>3p-matureseq  
aagucaauggcugcugcuucc  
~~~~~  
>gis-dre-mir-11  
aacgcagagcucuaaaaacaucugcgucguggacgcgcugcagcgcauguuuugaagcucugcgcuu  
>5p-matureseq  
aacgcagagcucuaaaaacau  
>3p-matureseq  
gcauguuuugaagcucugcgcuu  
~~~~~  
>gis-dre-mir-12  
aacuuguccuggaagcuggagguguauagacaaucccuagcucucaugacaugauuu  
>5p-matureseq  
aacuuguccuggaagcuggaggu  
>3p-matureseq  
uuagcucucaugacaugauuu  
~~~~~  
>gis-dre-mir-13  
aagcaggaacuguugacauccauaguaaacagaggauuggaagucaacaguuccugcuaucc  
>5p-matureseq  
aagcaggaacuguugacaucc  
>3p-matureseq  
gaagucaacaguuccugcuaucc  
~~~~~  
>gis-dre-mir-14  
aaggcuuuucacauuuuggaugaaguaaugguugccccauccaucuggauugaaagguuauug  
>5p-matureseq  
aaggcuuuucacauuuuggau  
>3p-matureseq  
uccaucuggauugaaagguuauug  
~~~~~  
>gis-dre-mir-15  
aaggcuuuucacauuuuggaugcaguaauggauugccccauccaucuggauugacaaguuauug

```

>5p-matureseq
aaggcuuuucaccauuuuggau
>3p-matureseq
uccaucuggauugacaaguuaug
~~~~~
>gis-dre-mir-16
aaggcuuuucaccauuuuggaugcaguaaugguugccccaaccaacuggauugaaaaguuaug
>5p-matureseq
aaggcuuuucaccauuuuggau
>3p-matureseq
uccaacuggauugaaaaguuaug
~~~~~
>gis-dre-mir-17
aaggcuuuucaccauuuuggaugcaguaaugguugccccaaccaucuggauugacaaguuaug
>5p-matureseq
aaggcuuuucaccauuuuggau
>3p-matureseq
uccaucuggauugacaaguuaug
~~~~~
>gis-dre-mir-18
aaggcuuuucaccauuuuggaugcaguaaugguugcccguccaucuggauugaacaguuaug
>5p-matureseq
aaggcuuuucaccauuuuggau
>3p-matureseq
uccaucuggauugaacaguuaug
~~~~~
>gis-dre-mir-19
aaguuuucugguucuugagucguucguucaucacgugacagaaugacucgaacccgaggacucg
>5p-matureseq
aaguuuucugguucuugagucg
>5p-matureseq
aaguuuucugguucuugagucgu
>5p-matureseq
aaguuuucugguucuugagucguucg
>3p-matureseq
augacucgaacccgaggacucg
~~~~~
>gis-dre-mir-20
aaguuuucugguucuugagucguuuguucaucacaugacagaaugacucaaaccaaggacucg
>5p-matureseq
aaguuuucugguucuugagucg
>5p-matureseq
aaguuuucugguucuugagucgu
>3p-matureseq
augacucaaaccaaggacucg
~~~~~
>gis-dre-mir-21
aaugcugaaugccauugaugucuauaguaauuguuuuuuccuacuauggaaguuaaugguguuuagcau
ucu
>3p-matureseq
aaguuaaugguguuuagcauucu
>5p-matureseq
aaugcugaaugccauugaugucu
>3p-matureseq

```

aguuaaugguguuuagcauucu  
~~~~~  
>gis-dre-mir-22  
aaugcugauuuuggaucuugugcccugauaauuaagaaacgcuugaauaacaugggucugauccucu  
gucagcagucu  
>5p-matureseq  
aaugcugauuuuggaucuugugc  
>5p-matureseq  
aaugcugauuuuggaucuugugccc  
>3p-matureseq  
ucugauccucugucagcagucu  
~~~~~  
>gis-dre-mir-23  
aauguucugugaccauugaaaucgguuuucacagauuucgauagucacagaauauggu  
>5p-matureseq  
aauguucugugaccauugaaa  
>3p-matureseq  
uucgauagucacagaauauggu  
~~~~~  
>gis-dre-mir-24  
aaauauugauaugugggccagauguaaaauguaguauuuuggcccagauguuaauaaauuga  
>5p-matureseq  
aaauauugauaugugggccaga  
>3p-matureseq  
uggcccagauguuaauaaauuga  
~~~~~  
>gis-dre-mir-25  
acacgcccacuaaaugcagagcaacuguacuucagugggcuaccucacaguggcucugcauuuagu  
gggcguguuu  
>5p-matureseq  
acacgcccacuaaaugcagagc  
>3p-matureseq  
ucugcauuuagugggcuuguuu  
~~~~~  
>gis-dre-mir-26  
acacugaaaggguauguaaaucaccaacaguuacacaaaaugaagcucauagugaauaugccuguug  
uguag  
>5p-matureseq  
acacugaaaggguauguaaaucaccaaca  
>3p-matureseq  
auagugaauaugccuguuguguag  
~~~~~  
>gis-dre-mir-27  
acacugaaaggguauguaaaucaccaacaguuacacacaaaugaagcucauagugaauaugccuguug  
uguag  
>5p-matureseq  
acacugaaaggguauguaaaucaccaaca  
>3p-matureseq  
auagugaauaugccuguuguguag  
~~~~~  
>gis-dre-mir-28  
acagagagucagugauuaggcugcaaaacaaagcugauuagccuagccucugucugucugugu  
>5p-matureseq  
acagagagucagugauuaggcu

>3p-matureseq  
ccuagccucugucugucugugu  
~~~~~  
>gis-dre-mir-29  
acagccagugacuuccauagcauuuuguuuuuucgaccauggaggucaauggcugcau  
>5p-matureseq  
acagccagugacuuccauagc  
>3p-matureseq  
cauggaggucaauggcugcau  
~~~~~  
>gis-dre-mir-30  
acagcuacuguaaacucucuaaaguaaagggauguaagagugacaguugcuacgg  
>5p-matureseq  
acagcuacuguaaacucucuaaagu  
>3p-matureseq  
uaagagugacaguugcuacgg  
~~~~~  
>gis-dre-mir-31  
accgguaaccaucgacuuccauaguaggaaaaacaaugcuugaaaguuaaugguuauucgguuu  
>5p-matureseq  
accgguaaccaucgacuuccau  
>3p-matureseq  
gaaaguuaaugguuauucgguuu  
~~~~~  
>gis-dre-mir-32  
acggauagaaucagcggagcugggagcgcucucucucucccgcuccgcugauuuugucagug  
>5p-matureseq  
acggauagaaucagcggagcugg  
>3p-matureseq  
cgcuccgcugauuuugucagug  
~~~~~  
>gis-dre-mir-33  
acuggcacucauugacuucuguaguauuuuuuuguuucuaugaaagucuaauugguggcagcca  
>5p-matureseq  
acuggcacucauugacuucugu  
>3p-matureseq  
ugaaagucuaauugguggcagcca  
~~~~~  
>gis-dre-mir-34  
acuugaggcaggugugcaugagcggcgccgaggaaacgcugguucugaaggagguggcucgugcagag  
gugucgugg  
>5p-matureseq  
acuugaggcaggugugcaugagcggcgc  
>3p-matureseq  
ggcucgugcagaggugucgugg  
~~~~~  
>gis-dre-mir-35  
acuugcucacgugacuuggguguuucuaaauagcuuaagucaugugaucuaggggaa  
>5p-matureseq  
acuugcucacgugacuugggu  
>3p-matureseq  
uaagucaugugaucuaggggaa  
~~~~~  
>gis-dre-mir-36

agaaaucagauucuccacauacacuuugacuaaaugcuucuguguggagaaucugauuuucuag  
>5p-matureseq  
agaaaucagauucuccacauaca  
>3p-matureseq  
uguguggagaaucugauuuucuag  
~~~~~  
>gis-dre-mir-37  
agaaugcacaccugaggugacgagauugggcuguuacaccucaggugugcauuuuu  
>5p-matureseq  
agaugcacaccugaggugacg  
>3p-matureseq  
uuacaccucaggugugcauuuuu  
~~~~~  
>gis-dre-mir-38  
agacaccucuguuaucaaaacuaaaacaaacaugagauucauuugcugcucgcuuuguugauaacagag  
gugucccu  
>5p-matureseq  
agacaccucuguuaucaaaacu  
>3p-matureseq  
uguugauaacagaggugucccu  
~~~~~  
>gis-dre-mir-39  
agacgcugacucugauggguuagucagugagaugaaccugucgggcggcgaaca  
>5p-matureseq  
agacgcugacucugauggguua  
>3p-matureseq  
ugaaccugucgggcggcgaaca  
~~~~~  
>gis-dre-mir-40  
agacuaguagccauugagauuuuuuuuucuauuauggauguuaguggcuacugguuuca  
>5p-matureseq  
agacuaguagccauugagaucu  
>3p-matureseq  
auguuaguggcuacugguuuca  
~~~~~  
>gis-dre-mir-41  
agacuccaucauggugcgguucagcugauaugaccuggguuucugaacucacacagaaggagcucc  
>3p-matureseq  
acucacacagaaggagcucc  
>5p-matureseq  
agacuccaucauggugcgguuc  
~~~~~  
>gis-dre-mir-42  
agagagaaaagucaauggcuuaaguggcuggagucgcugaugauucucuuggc  
>5p-matureseq  
agagagaaaagucaauggcuua  
>3p-matureseq  
agucgcugaugauucucuuggc  
~~~~~  
>gis-dre-mir-43  
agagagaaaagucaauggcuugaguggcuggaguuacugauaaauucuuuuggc  
>5p-matureseq  
agagagaaaagucaauggcuug  
>3p-matureseq

aguuacugauaaauucuuuuggc  
~~~~~  
>gis-dre-mir-44  
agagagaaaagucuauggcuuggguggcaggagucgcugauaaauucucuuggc  
>5p-matureseq  
agagagaaaagucuauggcuug  
>3p-matureseq  
agucgcugauaaauucucuuggc  
>3p-matureseq  
gagucgcugauaaauucucuuggc  
~~~~~  
>gis-dre-mir-45  
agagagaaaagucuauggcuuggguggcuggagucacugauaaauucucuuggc  
>5p-matureseq  
agagagaaaagucuauggcuug  
>3p-matureseq  
agucacugauaaauucucuuggc  
>3p-matureseq  
gucacugauaaauucucuuggc  
>3p-matureseq  
ucacugauaaauucucuuggc  
~~~~~  
>gis-dre-mir-46  
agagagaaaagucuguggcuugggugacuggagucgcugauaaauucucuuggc  
>5p-matureseq  
agagagaaaagucuguggcuug  
>3p-matureseq  
agucgcugauaaauucucuuggc  
>3p-matureseq  
gagucgcugauaaauucucuuggc  
~~~~~  
>gis-dre-mir-47  
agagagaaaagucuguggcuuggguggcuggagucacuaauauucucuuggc  
>5p-matureseq  
agagagaaaagucuguggcuug  
>3p-matureseq  
agucacuaauauucucuuggc  
~~~~~  
>gis-dre-mir-48  
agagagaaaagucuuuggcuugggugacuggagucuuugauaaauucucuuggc  
>5p-matureseq  
agagagaaaagucuuuggcuug  
>3p-matureseq  
agucuuugauaaauucucuuggc  
>3p-matureseq  
gucauugauaaauucucuuggc  
~~~~~  
>gis-dre-mir-49  
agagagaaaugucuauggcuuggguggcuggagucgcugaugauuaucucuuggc  
>5p-matureseq  
agagagaaaugucuauggcuug  
>3p-matureseq  
agucgcugaugauuaucucuuggc  
~~~~~

>gis-dre-mir-50  
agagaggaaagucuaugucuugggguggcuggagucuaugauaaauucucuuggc  
>5p-matureseq  
agagaggaaagucuaugucuug  
>3p-matureseq  
agucauugauaaauucucuuggc  
>3p-matureseq  
gucauugauaaauucucuuggc  
~~~~~  
>gis-dre-mir-51  
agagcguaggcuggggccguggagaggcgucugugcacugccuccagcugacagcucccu  
>5p-matureseq  
agagcguaggcuggggccgugga  
>3p-matureseq  
cugccuccagcugacagcucccu  
~~~~~  
>gis-dre-mir-52  
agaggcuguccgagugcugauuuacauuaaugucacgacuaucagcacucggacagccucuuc  
>5p-matureseq  
agaggcuguccgagugcugaua  
>5p-matureseq  
gaggcuguccgagugcugaua  
>3p-matureseq  
ucagcacucggacagccucuuc  
~~~~~  
>gis-dre-mir-53  
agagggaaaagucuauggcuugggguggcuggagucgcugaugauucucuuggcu  
>5p-matureseq  
agagggaaaagucuauggcuug  
>3p-matureseq  
agucgcugaugauucucuuggc  
>3p-matureseq  
ucgcugaugauucucuuggcu  
~~~~~  
>gis-dre-mir-54  
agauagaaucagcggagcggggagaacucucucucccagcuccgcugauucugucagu  
>5p-matureseq  
agauagaaucagcggagcgggg  
>3p-matureseq  
cagcuccgcugauucugucagu  
~~~~~  
>gis-dre-mir-55  
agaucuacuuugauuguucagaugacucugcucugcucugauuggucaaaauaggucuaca  
>5p-matureseq  
agaucuacuuugauuguucaga  
>3p-matureseq  
ugauuggucaaaauaggucuac  
>3p-matureseq  
ugauuggucaaaauaggucuaca  
~~~~~  
>gis-dre-mir-56  
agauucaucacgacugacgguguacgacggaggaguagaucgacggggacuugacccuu  
>5p-matureseq  
agauucaucacgacugacgguguacga

```

>3p-matureseq
guagaucgacggggacuugacccuu
~~~~~
>gis-dre-mir-57
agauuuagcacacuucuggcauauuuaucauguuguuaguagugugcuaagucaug
>5p-matureseq
agauuuagcacacuucuggca
>3p-matureseq
uuaguagugugcuaagucaug
~~~~~
>gis-dre-mir-58
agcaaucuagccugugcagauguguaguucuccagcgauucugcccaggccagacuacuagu
>5p-matureseq
agcaaucuagccugugcagaug
>3p-matureseq
ucugcccaggccagacuacuagu
~~~~~
>gis-dre-mir-59
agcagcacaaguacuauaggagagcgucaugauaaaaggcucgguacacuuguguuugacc
>5p-matureseq
agcagcacaaguacuauaggagagc
>3p-matureseq
ucgguacacuuguguuugacc
~~~~~
>gis-dre-mir-60
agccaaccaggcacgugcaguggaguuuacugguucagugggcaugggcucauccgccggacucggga
ccgccggucugcugacugg
>5p-matureseq
agccaaccaggcacgugcaguggagu
>3p-matureseq
ucgggaccgccggucugcugacugg
~~~~~
>gis-dre-mir-61
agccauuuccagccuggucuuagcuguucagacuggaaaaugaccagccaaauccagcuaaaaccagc
uugaccagccuggacauagcugg
>5p-matureseq
agccauuuccagccuggucuuagc
>3p-matureseq
uugaccagccuggacauagcugg
~~~~~
>gis-dre-mir-62
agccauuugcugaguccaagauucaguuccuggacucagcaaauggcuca
>5p-matureseq
agccauuugcugaguccaaga
>3p-matureseq
cuggacucagcaaauggcuca
~~~~~
>gis-dre-mir-63
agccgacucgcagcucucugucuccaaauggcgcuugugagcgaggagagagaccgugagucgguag
c
>3p-matureseq
agagagaccgugagucgguagc
>5p-matureseq
agccgacucgcagcucucugucu

```

```

>5p-matureseq
agccgacucgcagcucucugucucc
~~~~~
>gis-dre-mir-64
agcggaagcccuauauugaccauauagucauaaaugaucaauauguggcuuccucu
>5p-matureseq
agcggaagcccuauauugaccau
>3p-matureseq
ugaucaauauguggcuuccucu
~~~~~
>gis-dre-mir-65
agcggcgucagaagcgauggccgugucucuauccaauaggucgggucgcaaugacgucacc
>5p-matureseq
agcggcgucagaagcgauggcc
>5p-matureseq
agcggcgucagaagcgauggccg
>3p-matureseq
gucgggucgcaaugacgucacc
~~~~~
>gis-dre-mir-66
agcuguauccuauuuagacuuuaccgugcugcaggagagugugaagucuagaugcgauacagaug
>5p-matureseq
agcuguauccuauuuagacuuu
>3p-matureseq
gaagucuagaugcgauacagaug
~~~~~
>gis-dre-mir-67
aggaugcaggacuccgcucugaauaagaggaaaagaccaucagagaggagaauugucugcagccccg
c
>5p-matureseq
aggaugcaggacuccgcucug
>3p-matureseq
gagaggagaauugucugcagccccgc
~~~~~
>gis-dre-mir-68
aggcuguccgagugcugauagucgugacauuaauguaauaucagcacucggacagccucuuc
>5p-matureseq
aggcuguccgagugcugauagu
>3p-matureseq
ucagcacucggacagccucuuc
~~~~~
>gis-dre-mir-69
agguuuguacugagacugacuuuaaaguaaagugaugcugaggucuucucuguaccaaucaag
>5p-matureseq
agguuuguacugagacugacu
>3p-matureseq
ucuucucuguaccaaucaag
~~~~~
>gis-dre-mir-70
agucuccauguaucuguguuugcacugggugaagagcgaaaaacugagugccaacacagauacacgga
gacugg
>3p-matureseq
aacacagauacacggagacugg
>5p-matureseq

```

agucuccauguaucuguguuug  
~~~~~  
>gis-dre-mir-71  
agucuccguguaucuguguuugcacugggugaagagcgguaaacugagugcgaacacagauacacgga  
gacuga  
>3p-matureseq  
aacacagauacacggagacuga  
>5p-matureseq  
agucuccguguaucuguguuug  
>5p-matureseq  
agucuccguguaucuguguuugc  
>5p-matureseq  
gucuccguguaucuguguuug  
~~~~~  
>gis-dre-mir-72  
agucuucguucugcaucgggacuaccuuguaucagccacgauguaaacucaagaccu  
>5p-matureseq  
agucuucguucugcaucggga  
>3p-matureseq  
ccacgauguaaacucaagaccu  
~~~~~  
>gis-dre-mir-73  
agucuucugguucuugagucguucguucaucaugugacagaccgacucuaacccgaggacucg  
>5p-matureseq  
agucuucugguucuugagucguuc  
>3p-matureseq  
ccgacucuaacccgaggacucg  
~~~~~  
>gis-dre-mir-74  
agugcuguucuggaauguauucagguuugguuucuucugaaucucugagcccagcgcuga  
>3p-matureseq  
aaucucugagcccagcgcuga  
>5p-matureseq  
agugcuguucuggaauguauuca  
~~~~~  
>gis-dre-mir-75  
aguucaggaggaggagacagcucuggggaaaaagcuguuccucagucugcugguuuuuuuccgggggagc  
cu  
>5p-matureseq  
aguucaggaggaggagacagcucu  
>3p-matureseq  
ugcugguuuuuuuccgggggagccu  
~~~~~  
>gis-dre-mir-76  
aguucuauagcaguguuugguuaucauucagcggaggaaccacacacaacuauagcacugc  
>5p-matureseq  
aguucuauagcaguguuugguu  
>3p-matureseq  
ccacacacaacuauagcacugc  
~~~~~  
>gis-dre-mir-77  
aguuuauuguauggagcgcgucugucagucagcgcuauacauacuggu  
>5p-matureseq  
aguuuauuguauggagcgcgucugu

```

>3p-matureseq
gucagcgcuauacauacuggu
~~~~~
>gis-dre-mir-78
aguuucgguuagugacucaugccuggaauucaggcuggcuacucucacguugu
>5p-matureseq
aguuucgguuagugacucaugcc
>3p-matureseq
cuggcuuacucucacguugu
~~~~~
>gis-dre-mir-79
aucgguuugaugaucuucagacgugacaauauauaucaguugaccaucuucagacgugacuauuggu
uugacgaucuucagacgugacu
>5p-matureseq
aucgguuugaugaucuucagac
>3p-matureseq
uugaccaucuucagacgugacua
>3p-matureseq
uugacgaucuucagacgugacu
>3p-matureseq
uuugaccaucuucagacguga
>3p-matureseq
uuugacgaucuucagacgugacu
~~~~~
>gis-dre-mir-80
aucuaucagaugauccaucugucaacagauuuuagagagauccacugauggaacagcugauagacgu
>5p-matureseq
aucuaucagaugauccaucuguc
>3p-matureseq
ugauggaacagcugauagacgu
~~~~~
>gis-dre-mir-81
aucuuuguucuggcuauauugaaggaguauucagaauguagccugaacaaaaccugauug
>5p-matureseq
aucuuuguucuggcuaua
>3p-matureseq
guagccugaacaaaaccugauu
>3p-matureseq
uagccugaacaaaaccugauug
~~~~~
>gis-dre-mir-82
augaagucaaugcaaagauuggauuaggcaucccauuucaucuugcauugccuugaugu
>3p-matureseq
aaucuugcauugccuugaugu
>3p-matureseq
aucuuugcauugccuugaugu
>5p-matureseq
augaagucaaugcaaagauugg
>5p-matureseq
augaagucaaugcaaagauugga
~~~~~
>gis-dre-mir-83
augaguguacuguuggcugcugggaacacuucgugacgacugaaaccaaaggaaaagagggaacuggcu
uuguuuc

```

>3p-matureseq  
aggaaaagaggaacuggcuuuguuuc  
>5p-matureseq  
augaguguacuguuggcugcu  
~~~~~  
>gis-dre-mir-84  
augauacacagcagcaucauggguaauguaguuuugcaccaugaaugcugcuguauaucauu  
>3p-matureseq  
augaaugcugcuguauaucauu  
>5p-matureseq  
augauacacagcagcaucauggg  
~~~~~  
>gis-dre-mir-85  
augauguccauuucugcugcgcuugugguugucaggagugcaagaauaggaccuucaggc  
>5p-matureseq  
augauguccauuucugcugcg  
>3p-matureseq  
caagaauaggaccuucaggc  
~~~~~  
>gis-dre-mir-86  
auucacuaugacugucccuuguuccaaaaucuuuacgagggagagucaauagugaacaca  
>3p-matureseq  
agggagagucaauagugaacaca  
>5p-matureseq  
auucacuaugacugucccuug  
~~~~~  
>gis-dre-mir-87  
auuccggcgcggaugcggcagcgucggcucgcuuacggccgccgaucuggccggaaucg  
>5p-matureseq  
auuccggcgcggaugcggcag  
>5p-matureseq  
auuccggcgcggaugcggcagcg  
>3p-matureseq  
cgccgcaucuggccggaaucg  
~~~~~  
>gis-dre-mir-88  
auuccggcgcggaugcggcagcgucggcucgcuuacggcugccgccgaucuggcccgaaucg  
>5p-matureseq  
auuccggcgcggaugcggcag  
>5p-matureseq  
auuccggcgcggaugcggcagcg  
>3p-matureseq  
gccgcaucuggcccgaaucg  
~~~~~  
>gis-dre-mir-89  
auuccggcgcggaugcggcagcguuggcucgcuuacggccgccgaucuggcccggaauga  
>5p-matureseq  
auuccggcgcggaugcggcag  
>5p-matureseq  
auuccggcgcggaugcggcagcg  
>3p-matureseq  
cgccgcaucuggcccggaauga  
~~~~~  
>gis-dre-mir-90

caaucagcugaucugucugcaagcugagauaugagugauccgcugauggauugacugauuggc  
>5p-matureseq  
caaucagcugaucugucugca  
>3p-matureseq  
cugauggauugacugauuggc  
~~~~~  
>gis-dre-mir-91  
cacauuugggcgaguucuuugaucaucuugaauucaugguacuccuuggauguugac  
>3p-matureseq  
augguacuccuuggauguugac  
>5p-matureseq  
cacauuugggcgaguucuuuga  
~~~~~  
>gis-dre-mir-92  
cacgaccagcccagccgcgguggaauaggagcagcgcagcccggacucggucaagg  
>5p-matureseq  
cacgaccagcccagccgcggugga  
>3p-matureseq  
cgcagcccggacucggucaagg  
~~~~~  
>gis-dre-mir-93  
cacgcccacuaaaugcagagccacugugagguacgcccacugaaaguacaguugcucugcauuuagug  
ggcguguuu  
>5p-matureseq  
cacgcccacuaaaugcagagcca  
>3p-matureseq  
ucugcauuuagugggcguguuu  
~~~~~  
>gis-dre-mir-94  
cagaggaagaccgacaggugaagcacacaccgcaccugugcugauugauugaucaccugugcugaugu  
cugcuucuccu  
>5p-matureseq  
agaggaagaccgacaggug  
>5p-matureseq  
cagaggaagaccgacaggug  
>3p-matureseq  
ccugugcugaugucugcuuccc  
>3p-matureseq  
ccugugcugaugucugcuucuccu  
~~~~~  
>gis-dre-mir-95  
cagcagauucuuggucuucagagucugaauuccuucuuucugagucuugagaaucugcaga  
>5p-matureseq  
cagcagauucuuggucuucaga  
>3p-matureseq  
ucugagucuugagaaucugcaga  
~~~~~  
>gis-dre-mir-96  
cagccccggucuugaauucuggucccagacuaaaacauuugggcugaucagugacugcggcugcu  
>5p-matureseq  
cagccccggucuugaauucugguccc  
>3p-matureseq  
gcugaucagugacugcggcugcu  
~~~~~

```

>gis-dre-mir-97
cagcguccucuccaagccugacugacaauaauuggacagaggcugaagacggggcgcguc
>3p-matureseq
agaggcugaagacggggcgcguc
>5p-matureseq
cagcguccucuccaagccugacu
~~~~~
>gis-dre-mir-98
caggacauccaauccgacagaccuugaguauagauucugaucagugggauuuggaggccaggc
>5p-matureseq
caggacauccaauccgacagacc
>3p-matureseq
ucagugggauuuggaggccaggc
~~~~~
>gis-dre-mir-99
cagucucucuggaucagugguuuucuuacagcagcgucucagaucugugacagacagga
>5p-matureseq
cagucucucuggaucaguggu
>3p-matureseq
ucagaucugugacagacagga
~~~~~
>gis-dre-mir-100
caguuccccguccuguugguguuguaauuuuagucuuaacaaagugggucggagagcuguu
>3p-matureseq
caaagugggucggagagcuguu
>5p-matureseq
caguuccccguccuguugguguu
~~~~~
>gis-dre-mir-101
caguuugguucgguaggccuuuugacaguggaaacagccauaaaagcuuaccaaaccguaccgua
>3p-matureseq
agcuuaccaaaccguaccgua
>5p-matureseq
caguuugguucgguaggccuuu
~~~~~
>gis-dre-mir-102
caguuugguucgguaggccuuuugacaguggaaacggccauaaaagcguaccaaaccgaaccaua
>3p-matureseq
aaaagcguaccaaaccgaacc
>3p-matureseq
agcguaccaaaccgaaccaua
>3p-matureseq
auaaaagcguaccaaaccgaacc
>5p-matureseq
caguuugguucgguaggccuuu
>3p-matureseq
uaaaagcguaccaaaccgaacc
~~~~~
>gis-dre-mir-103
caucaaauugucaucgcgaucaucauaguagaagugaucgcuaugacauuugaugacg
>3p-matureseq
aucgcuaugacauuugaugacg
>5p-matureseq
caucaaauugucaucgcgaucau

```

```

~~~~~
>gis-dre-mir-104
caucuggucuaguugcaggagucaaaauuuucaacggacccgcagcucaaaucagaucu
>3p-matureseq
acccgcagcucaaaucagaucu
>5p-matureseq
caucuggucuaguugcaggagu
~~~~~
>gis-dre-mir-105
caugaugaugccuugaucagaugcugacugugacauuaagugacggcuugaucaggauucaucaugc
cc
>5p-matureseq
caugaugaugccuugaucaga
>3p-matureseq
cuugaucaggauucaucaugcc
~~~~~
>gis-dre-mir-106
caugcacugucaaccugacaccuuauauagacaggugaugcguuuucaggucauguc
>5p-matureseq
caugcacugucaaccugacac
>3p-matureseq
ugaugcguuuucaggucauguc
~~~~~
>gis-dre-mir-107
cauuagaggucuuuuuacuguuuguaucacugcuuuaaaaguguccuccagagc
>5p-matureseq
cauuagaggucuuuuuacugu
>3p-matureseq
uuuuuuaguguccuccagagc
~~~~~
>gis-dre-mir-108
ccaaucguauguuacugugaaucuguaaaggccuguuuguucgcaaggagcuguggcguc
>5p-matureseq
ccaaucguauguuacugugaaucugu
>3p-matureseq
uuuguucgcaaggagcuguggcguc
~~~~~
>gis-dre-mir-109
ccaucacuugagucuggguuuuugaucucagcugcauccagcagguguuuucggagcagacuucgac
uugauugggu
>5p-matureseq
ccaucacuugagucuggguuuu
>3p-matureseq
gcagacuucgacuugauugggu
~~~~~
>gis-dre-mir-110
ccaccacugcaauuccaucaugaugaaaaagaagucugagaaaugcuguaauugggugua
>5p-matureseq
ccaccacugcaauuccaucaugaugaaaaa
>3p-matureseq
ucugagaaaugcuguaauugggugua
~~~~~
>gis-dre-mir-111
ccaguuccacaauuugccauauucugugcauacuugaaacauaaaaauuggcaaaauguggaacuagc

```

```
>5p-matureseq
ccaguuccacaauuugccauau
>3p-matureseq
uauggcaaaauguggaacuagc
~~~~~
>gis-dre-mir-112
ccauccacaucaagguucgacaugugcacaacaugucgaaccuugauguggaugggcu
>5p-matureseq
ccauccacaucaagguucgaca
>3p-matureseq
ucgaaccuugauguggaugggcu
~~~~~
>gis-dre-mir-113
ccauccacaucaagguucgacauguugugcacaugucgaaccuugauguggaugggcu
>5p-matureseq
ccauccacaucaagguucgaca
>3p-matureseq
ucgaaccuugauguggaugggcu
~~~~~
>gis-dre-mir-114
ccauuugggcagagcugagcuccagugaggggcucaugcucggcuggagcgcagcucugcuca
aauggcu
>3p-matureseq
agcgagcucugcucaaauggcu
>5p-matureseq
ccauuugggcagagcugagcu
>5p-matureseq
ccauuugggcagagcugagcucc
>3p-matureseq
cgagcucugcucaaauggcu
~~~~~
>gis-dre-mir-115
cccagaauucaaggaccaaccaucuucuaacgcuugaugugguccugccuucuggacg
>5p-matureseq
cccagaauucaaggaccaaccau
>3p-matureseq
ugugguccugccuucuggacg
~~~~~
>gis-dre-mir-116
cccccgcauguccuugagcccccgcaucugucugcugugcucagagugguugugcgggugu
>5p-matureseq
cccccgcauguccuugagcccc
>3p-matureseq
gcucagagugguugugcgggugu
~~~~~
>gis-dre-mir-117
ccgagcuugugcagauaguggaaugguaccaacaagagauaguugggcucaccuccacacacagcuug
ggc
>5p-matureseq
ccgagcuugugcagauaguggaauggua
>3p-matureseq
ucaccuccacacacagcuugggc
~~~~~
>gis-dre-mir-118
```

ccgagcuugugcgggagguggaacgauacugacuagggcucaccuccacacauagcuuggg  
>5p-matureseq  
ccgagcuugugcgggaggugga  
>3p-matureseq  
ucaccuccacacauagcuuggg  
~~~~~  
>gis-dre-mir-119  
>5p-matureseq  
ccgccccgucucugcuaccu  
>5p-matureseq  
ccgccccgucucugcuaccuca  
>3p-matureseq  
gucggcggaggcagggugacg  
~~~~~  
>gis-dre-mir-120  
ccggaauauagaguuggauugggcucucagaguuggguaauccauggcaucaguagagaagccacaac  
cgauuguuuuaauuuuugug  
>3p-matureseq  
ccacaaccgauuguuuuaauuuuugug  
>5p-matureseq  
ccggaauauagaguuggauugggcu  
~~~~~  
>gis-dre-mir-121  
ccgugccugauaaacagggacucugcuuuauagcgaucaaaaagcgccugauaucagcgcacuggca  
g  
>5p-matureseq  
ccgugccugauaaacagggacu  
>3p-matureseq  
cgccugauaucagcgcacuggcag  
~~~~~  
>gis-dre-mir-122  
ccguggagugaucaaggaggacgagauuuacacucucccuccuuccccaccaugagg  
>3p-matureseq  
cccuccuuccccaccaugagg  
>5p-matureseq  
ccguggagugaucaaggaggacg  
~~~~~  
>gis-dre-mir-123  
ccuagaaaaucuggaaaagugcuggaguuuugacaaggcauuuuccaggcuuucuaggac  
>3p-matureseq  
cauuuuccaggcuuucuaggac  
>5p-matureseq  
ccuagaaaaucuggaaaagugcu  
~~~~~  
>gis-dre-mir-124  
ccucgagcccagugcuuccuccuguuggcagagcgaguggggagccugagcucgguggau  
>5p-matureseq  
ccucgagcccagugcuuccuccu  
>3p-matureseq  
uggggagccugagcucgguggau  
~~~~~  
>gis-dre-mir-125  
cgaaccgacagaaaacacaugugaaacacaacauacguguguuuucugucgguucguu

```

>5p-matureseq
cgaaccgacagaaaacacaugu
>3p-matureseq
guguguuuucugucgguucguu
~~~~~
>gis-dre-mir-126
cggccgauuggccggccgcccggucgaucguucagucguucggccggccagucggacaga
>5p-matureseq
cggccgauuggccggccgcccgg
>3p-matureseq
uucggccggccagucggacaga
~~~~~
>gis-dre-mir-127
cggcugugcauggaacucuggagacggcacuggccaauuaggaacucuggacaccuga
>5p-matureseq
cggcugugcauggaacucugga
>3p-matureseq
uaggaacucuggacaccuga
~~~~~
>gis-dre-mir-128
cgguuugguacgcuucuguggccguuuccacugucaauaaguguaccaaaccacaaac
>3p-matureseq
caauaaguguaccaaaccacaaac
>5p-matureseq
cgguuugguacgcuucugug
~~~~~
>gis-dre-mir-129
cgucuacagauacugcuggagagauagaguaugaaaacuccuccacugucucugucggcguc
>5p-matureseq
cgucuacagauacugcuggagag
>3p-matureseq
cuccacugucucugucggcguc
~~~~~
>gis-dre-mir-130
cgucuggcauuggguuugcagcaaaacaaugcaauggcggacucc
>3p-matureseq
aacaaugcaauggcggacucc
>5p-matureseq
cgucuggcauuggguuugcagc
~~~~~
>gis-dre-mir-131
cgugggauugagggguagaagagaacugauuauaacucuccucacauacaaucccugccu
>5p-matureseq
cgugggauugagggguagaaga
>5p-matureseq
cgugggauugagggguagaagaga
>3p-matureseq
uccucacauacaaucccugccu
~~~~~
>gis-dre-mir-132
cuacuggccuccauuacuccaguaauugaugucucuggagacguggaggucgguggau
>5p-matureseq
cuacuggccuccauuacucca
>3p-matureseq

```

```

ggagacguggaggucgguggau
~~~~~
>gis-dre-mir-133
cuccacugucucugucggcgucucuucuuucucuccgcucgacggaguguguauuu
>3p-matureseq
cgucgacggaguguguauuu
>5p-matureseq
cuccacugucucugucggcguc
~~~~~
>gis-dre-mir-134
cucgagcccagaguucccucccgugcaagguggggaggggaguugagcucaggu
>5p-matureseq
cucgagcccagaguucccucccg
>3p-matureseq
ggaggggaguugagcucaggu
~~~~~
>gis-dre-mir-135
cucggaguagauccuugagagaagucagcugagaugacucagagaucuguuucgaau
>3p-matureseq
acucagagaucuguuucgaau
>5p-matureseq
cucggaguagauccuugagaga
~~~~~
>gis-dre-mir-136
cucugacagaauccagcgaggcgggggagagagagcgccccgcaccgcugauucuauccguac
>3p-matureseq
caccgcugauucuauccguac
>5p-matureseq
cucugacagaauccagcgaggc
>5p-matureseq
cucugacagaauccagcgaggcg
~~~~~
>gis-dre-mir-137
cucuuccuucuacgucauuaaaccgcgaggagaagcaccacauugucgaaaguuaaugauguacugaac
ggaugccu
>5p-matureseq
cucuuccuucuacgucauuaaaccgcg
>3p-matureseq
uaaugauguacugaacggaugccu
~~~~~
>gis-dre-mir-138
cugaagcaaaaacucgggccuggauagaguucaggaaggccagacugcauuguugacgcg
>3p-matureseq
aggccagacugcauuguugacgcg
>5p-matureseq
cugaagcaaaaacucgggccugg
~~~~~
>gis-dre-mir-139
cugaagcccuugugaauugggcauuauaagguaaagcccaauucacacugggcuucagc
>3p-matureseq
ccaauucacacugggcuucagc
>5p-matureseq
cugaagcccuugugaauugggc
~~~~~

```

```
>gis-dre-mir-140
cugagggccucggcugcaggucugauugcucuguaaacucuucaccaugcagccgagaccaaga
>5p-matureseq
cugagggccucggcugcaggucuga
>3p-matureseq
ucaccaugcagccgagaccaaga
~~~~~
>gis-dre-mir-141
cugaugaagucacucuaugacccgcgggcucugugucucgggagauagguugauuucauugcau
>5p-matureseq
cugaugaagucacucuaugacc
>5p-matureseq
cugaugaagucacucuaugaccc
>5p-matureseq
cugaugaagucacucuaugacccg
>3p-matureseq
ggauagguugauuucauugcau
~~~~~
>gis-dre-mir-142
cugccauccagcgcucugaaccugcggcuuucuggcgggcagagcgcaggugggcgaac
>5p-matureseq
cugccauccagcgcucugaaccu
>3p-matureseq
gcagagcgcaggugggcgaac
~~~~~
>gis-dre-mir-143
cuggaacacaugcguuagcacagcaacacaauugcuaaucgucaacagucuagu
>3p-matureseq
acaauugcuaaucgucaacagucuagu
>5p-matureseq
cuggaacacaugcguuagcacagca
~~~~~
>gis-dre-mir-144
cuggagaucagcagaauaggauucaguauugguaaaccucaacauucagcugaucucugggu
>3p-matureseq
caacauucagcugaucucugggu
>5p-matureseq
cuggagaucagcagaauaggauuc
~~~~~
>gis-dre-mir-145
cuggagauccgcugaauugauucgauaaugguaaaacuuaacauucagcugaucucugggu
>5p-matureseq
cuggagauccgcugaauugauuc
>3p-matureseq
uaacauucagcugaucucugggu
~~~~~
>gis-dre-mir-146
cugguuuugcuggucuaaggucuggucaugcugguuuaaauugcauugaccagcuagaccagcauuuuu
accagcaagaccagcu
>3p-matureseq
auuuuuuaccagcaagaccagcu
>5p-matureseq
cugguuuugcuggucuaagguc
~~~~~
```

>gis-dre-mir-147  
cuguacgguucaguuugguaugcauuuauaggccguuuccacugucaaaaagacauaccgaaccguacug  
uaccgua  
>5p-matureseq  
cuguacgguucaguuugguaug  
>3p-matureseq  
uaccgaaccguacuguaccgua  
~~~~~  
>gis-dre-mir-148  
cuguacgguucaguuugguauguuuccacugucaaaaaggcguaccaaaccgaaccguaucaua  
>5p-matureseq  
cuguacgguucaguuugguaug  
>3p-matureseq  
uaccaaaccgaaccguaucaua  
~~~~~  
>gis-dre-mir-149  
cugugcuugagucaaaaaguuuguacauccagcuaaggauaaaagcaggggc  
>5p-matureseq  
cugugcuugagucaaaaaguuu  
>3p-matureseq  
gcuaaggauaaaagcaggggc  
~~~~~  
>gis-dre-mir-150  
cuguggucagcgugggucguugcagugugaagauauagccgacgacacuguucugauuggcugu  
>3p-matureseq  
acgacacuguucugauuggcugu  
>5p-matureseq  
cuguggucagcgugggucgu  
~~~~~  
>gis-dre-mir-151  
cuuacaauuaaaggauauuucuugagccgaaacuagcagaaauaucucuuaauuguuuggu  
>3p-matureseq  
aaauaucucuuaauuguuuggu  
>5p-matureseq  
cuuacaauuaaaggauauuucu  
>5p-matureseq  
uuacaauuaaaggauauuucuu  
~~~~~  
>gis-dre-mir-152  
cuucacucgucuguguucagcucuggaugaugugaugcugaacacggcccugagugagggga  
>5p-matureseq  
cuucacucgucuguguucagc  
>3p-matureseq  
ugaacacggcccugagugagggga  
~~~~~  
>gis-dre-mir-153  
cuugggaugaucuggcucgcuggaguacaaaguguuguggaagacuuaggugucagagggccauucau  
uccuuacc  
>3p-matureseq  
cagagggccauucauuccuuacc  
>5p-matureseq  
cuugggaugaucuggcucgcugga  
~~~~~  
>gis-dre-mir-154

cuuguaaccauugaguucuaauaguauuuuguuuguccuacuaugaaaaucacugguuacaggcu  
>5p-matureseq  
cuuguaaccauugaguucuaaua  
>3p-matureseq  
ugaaaaucacugguuacaggcu  
~~~~~  
>gis-dre-mir-155  
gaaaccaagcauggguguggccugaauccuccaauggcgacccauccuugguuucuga  
>5p-matureseq  
gaaaccaagcauggguguggcc  
>5p-matureseq  
gaaaccaagcauggguguggccu  
>3p-matureseq  
gcgacccauccuugguuucuga  
~~~~~  
>gis-dre-mir-156  
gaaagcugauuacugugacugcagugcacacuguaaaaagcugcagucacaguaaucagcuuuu  
>5p-matureseq  
aaagcugauuacugugacugc  
>5p-matureseq  
gaaagcugauuacugugacugc  
>3p-matureseq  
gcagucacaguaaucagcuuuu  
>3p-matureseq  
ugcagucacaguaaucagcuuu  
~~~~~  
>gis-dre-mir-157  
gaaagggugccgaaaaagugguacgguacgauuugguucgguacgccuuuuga  
>5p-matureseq  
gaaagggugccgaaaaagug  
>3p-matureseq  
uuugguucgguacgccuuuuga  
~~~~~  
>gis-dre-mir-158  
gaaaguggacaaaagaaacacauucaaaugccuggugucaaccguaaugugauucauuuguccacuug  
uga  
>5p-matureseq  
gaaaguggacaaaagaaacaca  
>3p-matureseq  
ugauucauuuguccacuuguga  
~~~~~  
>gis-dre-mir-159  
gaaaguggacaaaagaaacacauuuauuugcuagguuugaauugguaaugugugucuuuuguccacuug  
uga  
>5p-matureseq  
gaaaguggacaaaagaaacaca  
>3p-matureseq  
ugugucuuuuguccacuuguga  
~~~~~  
>gis-dre-mir-160  
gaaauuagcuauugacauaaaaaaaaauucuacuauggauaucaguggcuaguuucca  
>5p-matureseq  
gaaauuagcuauugacauaaa  
>3p-matureseq

```

gauaucaguggcuaguuucca
~~~~~
>gis-dre-mir-161
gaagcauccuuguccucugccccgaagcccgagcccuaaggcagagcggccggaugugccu
>5p-matureseq
gaagcauccuuguccucugcccc
>3p-matureseq
uaaggcagagcggccggaugugccu
~~~~~
>gis-dre-mir-162
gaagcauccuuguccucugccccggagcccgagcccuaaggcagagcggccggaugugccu
>5p-matureseq
gaagcauccuuguccucugcccc
>5p-matureseq
gaagcauccuuguccucugccccgg
>3p-matureseq
uaaggcagagcggccggaugugccu
~~~~~
>gis-dre-mir-163
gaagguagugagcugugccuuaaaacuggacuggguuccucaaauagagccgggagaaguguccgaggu
gaugccacgccggacu
>5p-matureseq
gaagguagugagcugugccuuaaaac
>3p-matureseq
uccgaggugaugccacgccggacu
~~~~~
>gis-dre-mir-164
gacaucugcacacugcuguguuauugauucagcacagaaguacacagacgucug
>3p-matureseq
cacagaaguacacagacgucug
>5p-matureseq
gacaucugcacacugcugugu
~~~~~
>gis-dre-mir-165
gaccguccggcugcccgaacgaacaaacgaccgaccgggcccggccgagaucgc
>3p-matureseq
accgggcccggccgagaucgc
>5p-matureseq
gaccguccggcugcccgaacg
~~~~~
>gis-dre-mir-166
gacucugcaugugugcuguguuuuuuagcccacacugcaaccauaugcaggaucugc
>3p-matureseq
cugcaaccauaugcaggau
>5p-matureseq
gacucugcaugugugcugugu
>3p-matureseq
ugcaaccauaugcaggaucugc
~~~~~
>gis-dre-mir-167
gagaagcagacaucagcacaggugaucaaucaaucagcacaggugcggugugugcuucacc
>3p-matureseq
caggugcggugugugcuucacc
>5p-matureseq

```

gagaagcagacaucagcacaggu  
~~~~~  
>gis-dre-mir-168  
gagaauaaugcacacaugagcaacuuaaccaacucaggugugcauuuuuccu  
>3p-matureseq  
acucaggugugcauuuuuccu  
>5p-matureseq  
gagaauaaugcacacaugagca  
~~~~~  
>gis-dre-mir-169  
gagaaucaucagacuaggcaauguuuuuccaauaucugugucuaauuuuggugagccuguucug  
>5p-matureseq  
gagaaucaucagacuaggcaau  
>3p-matureseq  
ucuaauuuuggugagccuguucug  
~~~~~  
>gis-dre-mir-170  
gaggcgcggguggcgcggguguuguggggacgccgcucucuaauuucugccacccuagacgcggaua  
uaauug  
>5p-matureseq  
gaggcgcggguggcgcggguag  
>3p-matureseq  
gccacccuagacgcggauauaaauug  
~~~~~  
>gis-dre-mir-171  
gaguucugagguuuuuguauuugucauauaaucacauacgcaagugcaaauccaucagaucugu  
>3p-matureseq  
agugcaaauccaucagaucugu  
>5p-matureseq  
gaguucugagguuuuuguauuu  
>5p-matureseq  
gaguucugagguuuuuguauuuug  
>5p-matureseq  
gaguucugagguuuuuguauuuugu  
~~~~~  
>gis-dre-mir-172  
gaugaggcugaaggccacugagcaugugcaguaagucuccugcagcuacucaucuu  
>5p-matureseq  
gaugaggcugaaggccacu  
>3p-matureseq  
ucuccugcagcuacucaucuu  
~~~~~  
>gis-dre-mir-173  
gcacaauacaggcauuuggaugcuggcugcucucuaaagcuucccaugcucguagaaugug  
>5p-matureseq  
gcacaauacaggcauuuggaug  
>3p-matureseq  
uucccaugcucguagaaugug  
~~~~~  
>gis-dre-mir-174  
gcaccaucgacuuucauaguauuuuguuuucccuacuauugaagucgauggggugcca  
>3p-matureseq  
cuauugaagucgauggggugcca  
>5p-matureseq

gcacccaucgacuuuauagua  
~~~~~  
>gis-dre-mir-175  
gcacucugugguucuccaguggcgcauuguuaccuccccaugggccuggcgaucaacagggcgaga  
>5p-matureseq  
gcacucugugguucuccaguggc  
>3p-matureseq  
ggccuggcgaucaacagggcgaga  
~~~~~  
>gis-dre-mir-176  
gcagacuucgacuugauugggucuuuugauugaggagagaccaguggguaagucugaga  
>3p-matureseq  
ccaguggguaagucugaga  
>5p-matureseq  
gcagacuucgacuugauugggu  
~~~~~  
>gis-dre-mir-177  
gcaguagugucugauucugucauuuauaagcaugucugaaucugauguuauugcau  
>5p-matureseq  
gcaguagugucugauucuguca  
>3p-matureseq  
ucugaaucugauguuauugcau  
~~~~~  
>gis-dre-mir-178  
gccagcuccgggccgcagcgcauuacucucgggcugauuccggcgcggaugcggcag  
>3p-matureseq  
auuccggcgcggaugcggcag  
>5p-matureseq  
gccagcuccgggccgcagcgc  
~~~~~  
>gis-dre-mir-179  
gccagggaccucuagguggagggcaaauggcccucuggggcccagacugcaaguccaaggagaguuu  
ggccc  
>5p-matureseq  
gccagggaccucuagguggagggcaaa  
>3p-matureseq  
ugcaaguccaaggagaguuuggccc  
~~~~~  
>gis-dre-mir-180  
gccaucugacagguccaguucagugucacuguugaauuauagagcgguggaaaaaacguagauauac  
cagaucggcug  
>3p-matureseq  
aacguagauauaccagaucggcug  
>5p-matureseq  
gccaucugacagguccaguuca  
~~~~~  
>gis-dre-mir-181  
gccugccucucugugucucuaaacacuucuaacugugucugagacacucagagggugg  
>5p-matureseq  
gccugccucucugugucucuaaca  
>3p-matureseq  
ucugagacacucagagggugg  
~~~~~  
>gis-dre-mir-182

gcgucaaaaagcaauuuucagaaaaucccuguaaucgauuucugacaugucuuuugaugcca  
>5p-matureseq  
gcgucaaaaagcaauuuucagaaa  
>3p-matureseq  
ucugacaugucuuuugaugcca  
~~~~~  
>gis-dre-mir-183  
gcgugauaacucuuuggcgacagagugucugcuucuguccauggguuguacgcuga  
>5p-matureseq  
gcgugauaacucuuuggcgacagagu  
>3p-matureseq  
uguccauggguuguacgcuga  
~~~~~  
>gis-dre-mir-184  
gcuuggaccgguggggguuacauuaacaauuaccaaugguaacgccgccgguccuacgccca  
>5p-matureseq  
cguuggaccgguggggguuaca  
>5p-matureseq  
gcuuggaccgguggggguuaca  
>3p-matureseq  
uaacgccgccgguccuacgcc  
>3p-matureseq  
uaacgccgccgguccuacgccca  
~~~~~  
>gis-dre-mir-185  
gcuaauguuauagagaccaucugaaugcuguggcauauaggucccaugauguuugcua  
>5p-matureseq  
gcuaauguuauagagaccauc  
>3p-matureseq  
uauggucccaugauguuugcua  
~~~~~  
>gis-dre-mir-186  
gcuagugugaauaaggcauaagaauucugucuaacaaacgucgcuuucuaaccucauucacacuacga  
>3p-matureseq  
cuaaccucauucacacuacga  
>5p-matureseq  
gcuagugugaauaaggcauaag  
~~~~~  
>gis-dre-mir-187  
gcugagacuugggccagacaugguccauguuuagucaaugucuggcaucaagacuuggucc  
>5p-matureseq  
gcugagacuugggccagaca  
>3p-matureseq  
ucuggcaucaagacuuggucc  
~~~~~  
>gis-dre-mir-188  
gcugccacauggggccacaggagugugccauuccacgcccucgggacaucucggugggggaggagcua  
uugugggauuauaggugucagacgg  
>5p-matureseq  
gcugccacauggggccacagg  
>3p-matureseq  
ugugggauuauaggugucagacgg  
~~~~~  
>gis-dre-mir-189

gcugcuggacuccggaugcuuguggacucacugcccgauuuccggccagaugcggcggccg  
>5p-matureseq  
gcugcuggacuccggaugcu  
>3p-matureseq  
uuuccggccagaugcggcggccg  
~~~~~  
>gis-dre-mir-190  
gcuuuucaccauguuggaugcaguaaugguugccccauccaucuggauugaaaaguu  
>3p-matureseq  
auccaucuggauugaaaaguu  
>5p-matureseq  
gcuuuucaccauguuggaugc  
~~~~~  
>gis-dre-mir-191  
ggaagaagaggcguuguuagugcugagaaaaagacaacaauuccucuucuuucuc  
>3p-matureseq  
acaacaauuccucuucuuucuc  
>5p-matureseq  
ggaagaagaggcguuguuagug  
~~~~~  
>gis-dre-mir-192  
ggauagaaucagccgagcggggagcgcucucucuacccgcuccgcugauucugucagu  
>3p-matureseq  
ccgcuccgcugauucugucagu  
>5p-matureseq  
ggauagaaucagccgagcggg  
>5p-matureseq  
ggauagaaucagccgagcgggg  
~~~~~  
>gis-dre-mir-193  
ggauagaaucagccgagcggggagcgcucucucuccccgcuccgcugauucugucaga  
>3p-matureseq  
ccgcuccgcugauucugucaga  
>5p-matureseq  
ggauagaaucagccgagcggg  
>5p-matureseq  
ggauagaaucagccgagcgggg  
~~~~~  
>gis-dre-mir-194  
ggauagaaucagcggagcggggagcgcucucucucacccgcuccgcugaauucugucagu  
>3p-matureseq  
ccgcuccgcugaauucugucagu  
>5p-matureseq  
ggauagaaucagcggagcgggg  
~~~~~  
>gis-dre-mir-195  
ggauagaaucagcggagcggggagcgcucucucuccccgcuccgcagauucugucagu  
>3p-matureseq  
ccgcuccgcagauucugucagu  
>5p-matureseq  
ggauagaaucagcggagcgggg  
~~~~~  
>gis-dre-mir-196  
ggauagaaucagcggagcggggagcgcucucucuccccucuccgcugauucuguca

>3p-matureseq  
cccucuccgcugauucuguca  
>5p-matureseq  
ggauagaaucagcggagcgggg  
~~~~~  
>gis-dre-mir-197  
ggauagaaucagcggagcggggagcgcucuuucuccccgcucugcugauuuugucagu  
>3p-matureseq  
ccgcucugcugauuuugucagu  
>5p-matureseq  
ggauagaaucagcggagcgggg  
~~~~~  
>gis-dre-mir-198  
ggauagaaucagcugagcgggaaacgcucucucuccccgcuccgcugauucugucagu  
>3p-matureseq  
ccgcuccgcugauucugucagu  
>5p-matureseq  
ggauagaaucagcugagcggg  
>5p-matureseq  
ggauagaaucagcugagcggga  
~~~~~  
>gis-dre-mir-199  
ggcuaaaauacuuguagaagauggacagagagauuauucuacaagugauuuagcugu  
>5p-matureseq  
ggcuaaaauacuuguagaaga  
>3p-matureseq  
uucuacaagugauuuagcugu  
~~~~~  
>gis-dre-mir-200  
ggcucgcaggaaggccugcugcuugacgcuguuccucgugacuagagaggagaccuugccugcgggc  
uuu  
>3p-matureseq  
ggagaccuugccugcgggcuuu  
>5p-matureseq  
ggcucgcaggaaggccugcug  
~~~~~  
>gis-dre-mir-201  
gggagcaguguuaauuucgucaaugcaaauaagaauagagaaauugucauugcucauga  
>3p-matureseq  
gagaaauugucauugcucauga  
>5p-matureseq  
gggagcaguguuaauuucguca  
~~~~~  
>gis-dre-mir-202  
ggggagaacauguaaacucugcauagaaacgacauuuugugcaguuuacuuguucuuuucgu  
>3p-matureseq  
caguuuacuuguucuuuucgu  
>3p-matureseq  
gcaguuuacuuguucuuuucgu  
>5p-matureseq  
ggagaacauguaaacucugcau  
>5p-matureseq  
ggggagaacauguaaacucugca  
>5p-matureseq

ggggagaacauguaaacucugcaua  
>3p-matureseq  
ugcaguuuacuuguucuuuucgu  
~~~~~  
>gis-dre-mir-203  
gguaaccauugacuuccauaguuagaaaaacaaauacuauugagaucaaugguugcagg  
>5p-matureseq  
gguaaccauugacuuccauagu  
>3p-matureseq  
uauugagaucaaugguugcagg  
~~~~~  
>gis-dre-mir-204  
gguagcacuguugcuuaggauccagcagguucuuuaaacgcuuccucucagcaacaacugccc  
>5p-matureseq  
gguagcacuguugcuuaggaucc  
>3p-matureseq  
uuccucucagcaacaacugccc  
~~~~~  
>gis-dre-mir-205  
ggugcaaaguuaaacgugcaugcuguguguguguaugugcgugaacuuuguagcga  
>5p-matureseq  
ggugcaaaguuaaacgugcaug  
>3p-matureseq  
ugugcgugaacuuuguagcga  
~~~~~  
>gis-dre-mir-206  
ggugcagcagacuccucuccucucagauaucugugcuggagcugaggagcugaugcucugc  
>3p-matureseq  
agcugaggagcugaugcucugc  
>5p-matureseq  
ggugcagcagacuccucuccucu  
~~~~~  
>gis-dre-mir-207  
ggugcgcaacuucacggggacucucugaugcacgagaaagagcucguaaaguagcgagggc  
>3p-matureseq  
gagcucguaaaguagcgagggc  
>5p-matureseq  
ggugcgcaacuucacggggacu  
~~~~~  
>gis-dre-mir-208  
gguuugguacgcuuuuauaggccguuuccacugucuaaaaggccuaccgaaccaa  
>5p-matureseq  
gguuugguacgcuuuuauaggcc  
>3p-matureseq  
ucaaaaggccuaccgaaccaa  
~~~~~  
>gis-dre-mir-209  
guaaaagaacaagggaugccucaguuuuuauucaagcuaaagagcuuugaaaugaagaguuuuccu  
cguucuuccacagg  
>5p-matureseq  
guaaaagaacaagggaugccu  
>3p-matureseq  
guuuuccucguucuuccacagg  
~~~~~

>gis-dre-mir-210  
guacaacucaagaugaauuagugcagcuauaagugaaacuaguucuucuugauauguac  
>3p-matureseq  
cuaguucuucuugauauguac  
>5p-matureseq  
guacaacucaagaugaauuagu  
~~~~~  
>gis-dre-mir-211  
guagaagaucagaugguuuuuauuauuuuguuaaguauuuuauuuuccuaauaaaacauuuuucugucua  
gc  
>3p-matureseq  
auaaaacauuuuucugucuagc  
>5p-matureseq  
guagaagaucagaugguuuuuauu  
~~~~~  
>gis-dre-mir-212  
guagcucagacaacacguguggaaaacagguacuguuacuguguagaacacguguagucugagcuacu  
g  
>3p-matureseq  
acacguguagucugagcuacug  
>5p-matureseq  
guagcucagacaacacgugug  
~~~~~  
>gis-dre-mir-213  
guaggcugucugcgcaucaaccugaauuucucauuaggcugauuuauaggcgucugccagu  
>3p-matureseq  
cugauuuauaggcgucugccagu  
>5p-matureseq  
guaggcugucugcgcaucaaccu  
~~~~~  
>gis-dre-mir-214  
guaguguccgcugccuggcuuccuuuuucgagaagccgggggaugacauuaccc  
>3p-matureseq  
agccgggggaugacauuaccc  
>5p-matureseq  
guaguguccgcugccuggcuuc  
~~~~~  
>gis-dre-mir-215  
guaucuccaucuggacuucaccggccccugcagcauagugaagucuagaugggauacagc  
>5p-matureseq  
guaucuccaucuggacuucacc  
>3p-matureseq  
ugaagucuagaugggauacagc  
~~~~~  
>gis-dre-mir-216  
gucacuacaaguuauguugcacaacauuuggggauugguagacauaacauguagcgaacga  
>5p-matureseq  
gucacuacaaguuauguugcaca  
>3p-matureseq  
ugacauaacauguagcgaacga  
~~~~~  
>gis-dre-mir-217  
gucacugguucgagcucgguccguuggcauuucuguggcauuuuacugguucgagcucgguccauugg  
cau

>5p-matureseq  
gucacugguucgagcucggucc  
>3p-matureseq  
uucgagcucgguccauuggcau  
~~~~~  
>gis-dre-mir-218  
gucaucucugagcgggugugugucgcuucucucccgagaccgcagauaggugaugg  
>3p-matureseq  
cagaccgcagauaggugaugg  
>3p-matureseq  
gcagaccgcagauaggugaugg  
>5p-matureseq  
gucaucucugagcgggugugug  
>5p-matureseq  
gucaucucugagcgggugugugu  
~~~~~  
>gis-dre-mir-219  
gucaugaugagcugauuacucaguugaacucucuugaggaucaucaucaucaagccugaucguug  
gcgu  
>3p-matureseq  
caucaagccugaucguuggcgu  
>5p-matureseq  
gucaugaugagcugauuacu  
>5p-matureseq  
gucaugaugagcugauuacuca  
>3p-matureseq  
ucaucagccugaucguuggcgu  
~~~~~  
>gis-dre-mir-220  
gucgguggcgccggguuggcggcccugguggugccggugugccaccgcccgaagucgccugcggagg  
>3p-matureseq  
caccgcccgaagucgccugcggagg  
>5p-matureseq  
gucgguggcgccggguuggcggcc  
~~~~~  
>gis-dre-mir-221  
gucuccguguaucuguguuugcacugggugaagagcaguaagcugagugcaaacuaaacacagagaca  
cggauacug  
>3p-matureseq  
aacacagagacacggauacug  
>5p-matureseq  
gucuccguguaucuguguuug  
~~~~~  
>gis-dre-mir-222  
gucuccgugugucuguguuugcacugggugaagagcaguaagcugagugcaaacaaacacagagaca  
cggauacug  
>3p-matureseq  
aacacagagacacggauacug  
>5p-matureseq  
gucuccgugugucuguguuug  
~~~~~  
>gis-dre-mir-223  
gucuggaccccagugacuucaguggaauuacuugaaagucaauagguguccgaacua  
>3p-matureseq

aaagucaaugguguccgaacua  
>5p-matureseq  
gucuggaccccagugacuuuca  
>5p-matureseq  
gucuggaccccagugacuuucag  
~~~~~  
>gis-dre-mir-224  
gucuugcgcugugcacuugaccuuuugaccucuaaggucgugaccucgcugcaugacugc  
>5p-matureseq  
gucuugcgcugugcacuugaccu  
>3p-matureseq  
ucgugaccucgcugcaugacugc  
~~~~~  
>gis-dre-mir-225  
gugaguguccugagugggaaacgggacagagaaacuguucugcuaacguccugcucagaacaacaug  
c  
>3p-matureseq  
aacguccugcucagaacaacaugc  
>5p-matureseq  
gugaguguccugagugggaaacggg  
~~~~~  
>gis-dre-mir-226  
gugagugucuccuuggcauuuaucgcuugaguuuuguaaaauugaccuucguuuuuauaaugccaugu  
ugcauucacagg  
>3p-matureseq  
aaugccauguugcauucacagg  
>5p-matureseq  
gugagugucuccuuggcauuua  
~~~~~  
>gis-dre-mir-227  
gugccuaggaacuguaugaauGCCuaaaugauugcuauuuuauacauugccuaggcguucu  
>5p-matureseq  
gugccuaggaacuguaugaau  
>3p-matureseq  
uuauacauugccuaggcguucu  
~~~~~  
>gis-dre-mir-228  
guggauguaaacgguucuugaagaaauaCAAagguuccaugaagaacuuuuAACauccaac  
>5p-matureseq  
guggauguaaacgguucuuga  
>3p-matureseq  
ugaagaacuuuuAACauccaac  
~~~~~  
>gis-dre-mir-229  
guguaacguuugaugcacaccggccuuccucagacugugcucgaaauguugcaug  
>3p-matureseq  
gacugugcucgaaauguugcaug  
>5p-matureseq  
guguaacguuugaugcacaccggcc  
~~~~~  
>gis-dre-mir-230  
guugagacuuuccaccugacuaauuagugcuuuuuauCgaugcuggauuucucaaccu  
>3p-matureseq  
aucgaugcuggauuucucaaccu

```

How the deposited data were processed for this re-analysis (not part of the article)

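Small RNA libraries of zebrafish embryo, male and female brain, gut and liver, ovary, testis, eye and heart were analysed. The authors trimmed adaptors, kept reads of at least 18 nt, counted them on 247 known mature miRNAs (miRBase Release 19) with the quantifier module of miRDeep2 and deposited these counts without normalization. The authors also deposited the same table after TMM normalization in edgeR, a normalized signal in which the values of each library are its counts multiplied by a single factor. Each table holds 32 libraries, 3 per sample group and 2 for heart. One further heart sample is not analysed here. Libraries were assigned to sample groups and replicates by matching the column names to the labels of the samples and to Table 1.

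The counts were analysed with edgeR 4.0.16 in R 4.3.3. TMM factors were computed, dispersions were estimated, and a quasi-likelihood model with one coefficient per sample group was fitted to all 32 libraries. Pairs of groups were tested with glmTreat against a log2 fold change of 1. P-values were adjusted by Benjamini-Hochberg over the 238 miRNAs with a count, and a miRNA was called at an adjusted p of at most 0.05. A tissue associated miRNA had to be higher in the tissue than in each of 10 other groups, or 9 where the other sex of the tissue was left out, and the union of the sexes was taken. Whether a sex difference differed between tissues was tested with the quasi-likelihood F-test of the difference between the female over male contrasts, without a fold change threshold. Standard errors were derived from the quasi-likelihood F statistic of no change. Means and SDs in the text are of the deposited normalized values. Distances and sums of squares used log2(deposited normalized value + 1). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other values and the exact permutation tests. Groups whose libraries were all at or under 3 counts were treated as at the floor, and fold changes against them are lower bounds.

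The steps were tested on simulated data. Counts were drawn for the real miRNAs from their means over all libraries and the real library sizes, with 40 miRNAs changed 6-fold for the sex comparison and the test of a difference between tissues, and 10 raised for the tissue test. All miRNAs were given the same spread, and groups did not otherwise differ. Only miRNAs with a mean of at least 10 normalized counts were changed, and for the sex comparison as many were raised as lowered. The outcome does not cover miRNAs with low counts or a wide spread. A larger number of changed miRNAs was not used because TMM assumes that most of the 237 simulated miRNAs do not change. The sex comparison recovered 40 of 40 with 0 false calls, the tissue test 10 of 10 with 0 false calls, and the test of a difference between tissues 40 of 40 with 2 false calls. The median absolute error of the log2 fold changes was 0.14 in the sex comparison.

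The miRNAs named in the text were chosen by a rule. It allows every miRNA the paper names in its text, Table 2, Table 3 or Additional file 4 for a comparison, every miRNA called for a tissue, the 5 miRNAs of a comparison with the largest absolute log2 fold change among those called with no overlap between libraries, and the 5 most abundant miRNAs of a sample group. The alternatives were the size factors of DESeq2 1.42.0 in edgeR, library size alone, a filter on low counts, the likelihood ratio test, a fold change threshold applied after the test, the DESeq2 test, the replicate number as a block, fits of the compared groups alone, an adjusted p of 0.01, the intersection of the sexes, and leaving out each library. For detection, expression levels, shares of reads and sums of squares, other count minimums, scalings, denominators, pseudocounts and filters were used. The pairing of replicates comes from the replicate numbers in the labels and Table 1, and male and female libraries with the same number are pools of different fishes. The paper does not state whether tissues of the same sex and number came from the same fishes. Total counts per library from 277699 to 11732555 set the precision. Sequencing batches are not named in the labels or in the paper's text. Predicted miRNAs, qPCR and the other RNA classes were not analysed here.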

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

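The exchanges of the sexes between libraries, including those that mix the sexes of both tissues and the free splits, and the test of eye RNA in the heart libraries were chosen or written down only after the result was seen, while the tests of depth and of abundant miRNAs were written down before they were run.

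The sex difference of each miRNA was tested for a difference between tissues, because a difference between groups in the same contrast calls for a closer look. The paper compares the sexes within each tissue only. It differed between liver and brain for 89 of 238 miRNAs, between liver and gut for 63 and between gut and brain for 24 (edgeR quasi-likelihood F-test, adjusted p of at most 0.05). The female over male fold changes of the differing miRNAs had opposite signs in the paired tissues in 48, 23 and 16 of them. Both were called in opposite directions by the sex comparisons in 0 in each case, and at an unadjusted p of at most 0.05 in 0, 0 and 1. Examples between liver and brain are dre-miR-190b (difference in log2 fold change 3.87, adjusted p = 0.000614, edgeR), which was lower in all 3 female than in all 3 male brain libraries, and dre-miR-458 (difference 2.92, adjusted p = 1.29e-10, edgeR), which was higher in all 3 female than in all 3 male liver libraries. Of these, dre-miR-190b is one of the eye markers described below, and RNA from eye in the brain libraries was not tested.

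Several technical explanations were tested. The sexes were exchanged within same-numbered pairs of libraries in both tissues, which gives 32 assignments with the real one included. As many differing miRNAs were found in 6 of the 32 for liver against brain, 7 for liver against gut and 5 for gut against brain, so by this count the real assignment does not stand apart. This exchange is not free of sex differences, because 6 of the 32 keep the sexes apart in the first tissue alone, 6 in the second alone and 2 in both. Each of these assignments that reached the count kept the sexes apart in the first tissue or in both. The assignment that reverses the sexes of a single tissue gave 123, 134 and 68. Among the real assignment and the 18 that mix the sexes in both tissues, 1 of 19 reached the count in each comparison, which was the real one. The mixed assignments gave at most 0 differing miRNAs, and at an unadjusted p of at most 0.05 at most 30, 40 and 14, against 99, 93 and 67 in the real one. That number of assignments cannot give a share under 0.05. Same-numbered libraries are not pairs, so the 6 libraries of each tissue were also split freely, which gives 200 assignments. As many differing miRNAs were found in 14 of them for liver against brain, 19 for liver against gut and 12 for gut against brain, and all of these kept the sexes apart in at least one of the tissues. For liver against gut they include 1 that kept them apart in gut alone, with 66 differing miRNAs. Among the real assignment and the 162 free ones that mix the sexes in both tissues, 1 of 163 reached the count in each comparison, which was the real one. The largest other numbers were 4 for liver against brain, 5 for liver against gut and 0 for gut against brain, and at an unadjusted p of at most 0.05 they were 51, 57 and 27. Mixing the sexes adds their differences to the spread between replicates, which can lower these numbers.

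With all libraries drawn down to the smallest total of 277699 counts, 68 miRNAs differed between liver and brain, 46 between liver and gut and 23 between gut and brain, each within 1.5 times the count at full depth, so unequal depth is not a sufficient explanation. Without the 5 most abundant miRNAs of each group, 83 differed between liver and brain and 72 between liver and gut, within 1.5 times the counts of 85 and 60 over the same miRNAs. Between gut and brain 43 differed in place of 23, so this count depends on the most abundant miRNAs. Scaling by library size alone gave 128 between liver and brain, of which 17 had a higher female to male ratio in liver in place of 43, 142 between liver and gut, of which 4 were higher in liver in place of 36, and 48 between gut and brain, and the size factors of DESeq2 gave 57 between gut and brain. Reads shared between paralogs and sequence bias were not tested for these counts, and batches are not named. The differences may be biological, but how many there are, and in which direction most of them go, depends on the scaling, and an effect of scaling on these counts was not excluded.

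The heart libraries held miRNAs of the eye, a signal which the paper does not discuss. Eye markers were taken without heart values as miRNAs with a mean of at least 100 normalized counts in eye and at least 10 times the mean of every group except heart. For the 7 markers the median heart to eye ratio was 0.728, and the heart mean of each was at least 4.99 times that of the highest remaining group. For dre-miR-182-5p the mean was 60452 in heart and 66340.2 in eye. A candidate explanation is eye RNA in the heart samples. A single mixing fraction would give the same ratio for each marker, but the ratios ranged from 0.185 for dre-miR-96 to 1.17 for dre-miR-183, a marker that was named after its values were seen. The low end rested on dre-miR-96 alone, since the lowest of the others was 0.510, for dre-miR-190b. Over all 7 markers the SD of the log2 ratios was 0.858, against a median range of 0.211 between eye libraries. Whole eye RNA at one fraction is therefore not a sufficient explanation, while RNA from a part of the eye and expression in heart itself were not tested. The heart libraries are not eye libraries under another name, since dre-miR-499 was higher in heart than in eye with a log2 fold change of 5.42 (adjusted p = 5.73e-10, edgeR quasi-likelihood with glmTreat). The pattern rests on 2 heart libraries.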

How the results depend on the processing

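The alternatives were chosen before the data were examined, except the drawing down of counts at the end of this part, which was chosen after seeing the data. Of 131 fold changes of named miRNAs, none changed direction under an alternative, and 58 changed their side of the threshold in at least one. There were 185 changes to the weaker side and 9 to the stronger. DESeq2 made 28 weaker, an adjusted p of 0.01 made 24, library size alone 22, fits of the compared groups alone 21, the size factors of DESeq2 5, and the filter on low counts and the likelihood ratio test 1 each. Leaving out one library made 82 changes in 36 fold changes, all to the weaker side. The likelihood ratio test, the threshold applied after the test and fits of the compared groups alone made 3 stronger each.

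With library size alone as the scaling, 66 miRNAs were called in liver, 6 higher in females and 60 in males, against 18 and 18 with TMM. The median log2 fold change of all miRNAs in liver was -0.85 under that scaling and -0.13 with TMM. Between ovary and testis 88 were called, 65 higher in ovary and 23 in testis, against 39 and 33, with medians of 0.74 and 0.29. In gut the median was 0.10 with library size alone, -0.12 with the size factors of DESeq2, -0.13 in the DESeq2 test and -0.01 with TMM. Library size alone gave 0 tissue associated miRNAs for gut (1 at an unadjusted p of at most 0.05), 3 for liver, 7 for ovary, 2 for testis and 4 for heart.

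The differing sex differences between liver and brain were 17 with a higher and 111 with a lower female to male ratio in liver under library size alone, against 43 and 46 with TMM. Between liver and gut there were 142 (4 and 138) under library size alone and 50 and 20 with the size factors of DESeq2, against 36 and 27. Between gut and brain there were 48 (39 higher in gut and 9 lower) and 57 (13 and 44), against 16 and 8. With the size factors of DESeq2, 2 miRNAs were gut associated and 3 testis associated, and the median between ovary and testis was 0.13. DESeq2 gave 1 for ovary and 0 for testis (3 at an unadjusted p of at most 0.05), and 24 higher in ovary and 36 in testis, at a median of 0.12. In fits of the compared groups alone 2 were gut associated. The split in these fits was 23 higher in females and 14 in males in liver (median -0.01), and 28 higher in ovary and 39 in testis (median 0.14), while in brain all 8 were higher in males. The cause of these changes was not tested.

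With the fold change threshold applied after the test, 15 miRNAs were called in brain (2 higher in females and 13 in males), 26 in gut (13 and 13), 64 in liver (30 and 34) and 115 between ovary and testis (65 higher in ovary and 50 in testis). It gave 15 tissue associated miRNAs for embryo, 11 for gut, 17 for liver, 3 for testis and 3 for heart. For gut, the filter on low counts, an adjusted p of 0.01 and the intersection of the sexes each gave 0, with 5, 5 and 3 at an unadjusted p of at most 0.05. Testis had 0 at an adjusted p of 0.01 (1 unadjusted), and liver had 3 under the intersection of the sexes. The cause was not tested.

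Male and female replicates with the same number are pools of different fishes. The mean correlation of their deviations from the group means was 0.0903 in brain, 0.0764 in gut, 0.0280 in liver and -0.0634 between ovary and testis, so the numbers do not pair the libraries. With the replicate number as a block, 9 miRNAs were called in brain, 7 in gut, 36 in liver and 71 between ovary and testis, and the sex difference differed for 85 miRNAs between liver and brain, 61 between liver and gut and 25 between gut and brain. The block gave 0 gut associated miRNAs (5 at an unadjusted p of at most 0.05), and 1 fold change of a named miRNA crossed the threshold.

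Leaving out one library at a time gave 7 to 10 called miRNAs in brain, 6 to 8 in gut, 29 to 36 in liver and 62 to 77 between ovary and testis, over 6 fits each. Tissue associated miRNAs ranged from 0 to 1 in gut (5 at an unadjusted p of at most 0.05 in the fit without female gut replicate 3, which gave the lowest). The miRNA reported for gut, dre-miR-194b, was lost in 5 of the 6 fits, and 4 of them called another one in its place. The number ranged from 0 to 3 in testis (1 unadjusted in the fit without testis replicate 3), from 9 to 13 in liver and from 23 to 25 in brain. Over 12 fits each, differing sex differences ranged from 14 to 35 between gut and brain, 44 to 82 between liver and gut and 70 to 95 between liver and brain. Leaving out a heart library was not run, since 1 library remains, and the alternative with a further heart replicate was not run, since the tables hold 2.

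The lowest and highest detected shares were 89.1% and 94.7% at a minimum of 3 counts, 85.0% and 93.1% at a minimum of 10, 89.5% and 94.7% with groups down-sampled to the smallest, and 84.6% and 94.7% with a count in every replicate. Level 4 was the fullest in 2 groups with mean counts per replicate, in 2 with counts scaled to the smallest group and in 0 with normalized means. The tissue share of the sum of squares was 84.9% with a pseudocount of 0.1, 92.3% with a pseudocount of 10 and 89.1% with counts scaled by library size. It ranged from 90.2 to 90.9 percent across the 3 fits that each left out one replicate number, and the sex share from 6.73 to 7.77 percent. The female minus male differences in read share kept their sign when replicates were pooled, when mapped reads were the denominator and when one library was left out, with 21.7 to 31.8 percentage points in brain, 4.73 to 8.23 in gut and 14.9 to 18.8 in liver in the last case.

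Fewer miRNAs were called with all libraries at the smallest depth, and whether those lost had low counts was not examined. Drawn down to 277699 counts per library, an alternative chosen after seeing the data, 3 miRNAs were called in brain, 3 in gut, 26 in liver and 66 between ovary and testis. Of these, 3, 3, 24 and 57 were also called at full depth.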

Differences from the paper's values

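A single gut associated miRNA was found here (1) against the paper's 0. Of the alternatives set before the data were examined, library size alone, the filter on low counts, the replicate block, an adjusted p of 0.01, the intersection of the sexes and the fit without female gut replicate 3 gave 0, where 1, 5, 5, 5, 3 and 5 passed at an unadjusted p of at most 0.05. The likelihood ratio test and DESeq2 gave 1, the size factors of DESeq2 and fits of the compared groups alone gave 2, and the threshold applied after the test gave 11. In 4 of the 6 fits that left out one gut library the miRNA called was not dre-miR-194b.

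In every sample group the share of reads on known miRNAs was below the percentage that the paper gives. The share in ovary was 3.18% here against the paper's 5.7%. It was 3.22% with replicates pooled and 3.32% with mapped reads as the denominator, so none of the alternatives set before the data were examined closed the gap. The paper's percentages come from matching reads to precursor miRNAs with up to 2 mismatches, a step the count tables do not include. The shares here count reads on mature miRNAs only, so they are a different measure and not directly comparable.

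The paper calls dre-miR-430c higher in female gut and in female liver and dre-miR-34c higher in female liver. Here their adjusted p were 0.571, 0.192 and 0.0555 (edgeR quasi-likelihood with glmTreat). All of them passed with the likelihood ratio test (0.00451, 0.00192 and 0.00507) and in fits of the compared groups alone (0.039, 0.0173 and 0.00135), and dre-miR-34c in liver also with the threshold applied after the test (0.00948). Over all alternatives the adjusted p ranged from 0.00451 to 0.704 for dre-miR-430c in gut, from 0.00192 to 0.234 for dre-miR-430c in liver and from 0.00135 to 0.118 for dre-miR-34c in liver. None was called in a fit that left out one library. With the likelihood ratio test all 34 of the paper's liver list and all 7 of its gut list were called, beside 6 and 2 others. The paper's methods name the GLM framework of edgeR and do not mention a quasi-likelihood test. The 3 missing calls therefore go with the test chosen here. Of the paper's sex associated log2 fold changes, 109 were compared with those here and differed by at most 0.20.

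Called here but not in the paper's lists were dre-miR-152 in gut, 4 miRNAs in liver, 9 between ovary and testis, 3 for the brain tissue set (dre-miR-153b, dre-miR-190a and dre-miR-724) and 3 for the liver tissue set (dre-let-7a, dre-let-7e and dre-let-7j). The 4 in liver, named here after their values were seen, were dre-miR-10a-5p, dre-miR-155, dre-miR-19a-3p and dre-miR-19b-3p.

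The paper describes a peak at Level 4 for all tissue samples. Here Level 3 was the fullest in ovary with 76 miRNAs and Level 5 in heart with 73. The paper describes male and female samples of a tissue as close to each other. Here the group nearest to male liver was male gut, at a mean distance of 0.0274 against 0.0375 for female liver. The paper's clustering places ovary, testis and embryo with brain, eye and heart and apart from gut and liver. By the mean distances here, each of them was nearer to every gut and liver group than to any brain, eye or heart group. The paper's text names no distance or linkage, so its clustering was not repeated.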

Other observations

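The tests of ovary RNA and brain RNA, the numbers of splits, and the comparison of sex associated miRNAs with their levels in other tissues were chosen or written down only after the result was seen, while those of reads shared between paralogs were written down before they were run.

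For each sex comparison the 6 libraries can be split in 10 ways, of which 4 part all 3 same-numbered pairs. In brain, gut, liver and ovary against testis, 1 of these 4 in each, the real one, gave as many called miRNAs. The other 6 splits part 1 pair. Apart from the real split, the largest number of called miRNAs was 0 in brain, 0 in gut, 0 in liver and 1 between ovary and testis, and at an unadjusted p of at most 0.05 it was 3, 2, 6 and 14, against 14, 18, 50 and 90 in the real split. With so few splits an accidental split of the libraries cannot be excluded by this count. For the tissue sets, 100 regroupings of the libraries within replicate numbers were counted, the real one included. As many miRNAs were found in 2 of the 100 for testis and in 1 of the 100 for each of embryo, brain, gut, liver, ovary, eye and heart. These regroupings mix tissues, which adds the differences between tissues to the spread between replicates. Few calls could be made under them whatever the data, so these counts do not show that the set of a tissue is stable.

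The higher counts of dre-miR-430a and dre-miR-430b in female gut and liver could come from reads shared between paralogs. With the 4 members of the dre-miR-430 family counted as one miRNA, the log2 fold change was 6.63 in gut (adjusted p = 1.14e-05, edgeR quasi-likelihood with glmTreat) and 5.73 in liver (adjusted p = 6.49e-07, same test). Since the members were near 0 in males, this sum had to be higher in females, so it does not show which member the reads came from. The male gut libraries held at most 2 reads of dre-miR-430a in a library and none of the other members, so the size of the fold change in gut is not determined by the counts. All 3 female libraries lay above all 3 male libraries for both miRNAs in both tissues.

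A candidate explanation for the miR-430 and dre-miR-34c counts in female gut and liver is RNA from ovary. Ovary markers had a mean of at least 100 normalized counts in ovary and at least 5 times the mean of every other group except embryo, female gut and female liver. All 5 of these markers had a higher mean in females in both tissues. In gut the excess in females was 0.632% of the ovary mean for dre-miR-430a, 0.628% for dre-miR-430b and 0.635% for dre-miR-430c, but 5.39% for dre-miR-34c and 6.67% for dre-miR-19b-3p. The highest was 10.6 times the lowest, above the median ratio of 3.86 between the highest and lowest ovary library. In liver the excess was 1.33%, 1.12%, 0.981%, 2.51% and 18.4% in that order, and the highest was 18.7 times the lowest. A single ovary fraction does not account for all markers. In liver this rests on dre-miR-19b-3p, since the other markers ranged from 0.981% to 2.51%, within the ratio of 3.86 between ovary libraries. A small fraction behind the miR-430 counts, and in liver also behind the dre-miR-34c counts, was not excluded. These counts cannot be told apart from it.

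Some miRNAs of the paper's brain list were higher in male than in female liver. Of the 22, 7 were higher in all male than in all female liver libraries and 0 the other way round, where chance gives 10% for either direction together. Among all miRNAs tested in liver 52.1% had no overlap between the sexes, so the list was not set apart by the sexes more often than other miRNAs. That share counts both directions together, so it cannot tell whether the list leans to males more than other miRNAs. The excess in male liver was 0.174% to 7.08% of the male brain mean over these 7 and -5.63% to 7.08% over the whole list, for example 0.196% for dre-miR-9-5p and 0.847% for dre-miR-138. A single brain fraction does not account for this range, but a small fraction of brain RNA behind a part of it was not excluded. No biological explanation was tested.

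The sex associated miRNAs were often most abundant elsewhere. The group with the highest mean was in another tissue for 9 of 9 in brain, 7 of 7 in gut and 26 of 36 in liver. The median level in the higher sex was 11.8% of that highest group in brain, 8.98% in gut and 33.4% in liver. The eye markers dre-miR-190b and dre-miR-726 were among those higher in male brain, and the eye marker dre-miR-96 was higher in female brain. For dre-miR-726 the mean was 3406 in eye and at most 85.4 outside eye and heart. Whether RNA from eye contributed to the brain differences was not tested.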
